# Identification of coordinately regulated microRNA-gene networks that differ in baboons discordant for LDL-cholesterol

**DOI:** 10.1371/journal.pone.0213494

**Published:** 2019-03-15

**Authors:** Genesio M. Karere, Jeremy P. Glenn, Shifra Birnbaum, Roy Garcia, John L. VandeBerg, Laura A. Cox

## Abstract

**Rationale:**

Plasma low-density lipoprotein cholesterol (plasma LDL-C), vascular endothelial cells and peripheral blood mononuclear cells (PBMCs), particularly monocytes, play key roles in initiating atherosclerosis, the primary cause of cardiovascular disease (CVD). Although the mechanisms underlying development of atherosclerosis are not well understood, LDL-C is known to influence expression of endothelial microRNAs (miRNAs) and gene-targets of miRNAs to promote cell senescence. However, the impact of LDL-C on expression of PBMC miRNAs and miRNA targeted genes in response to an atherogenic diet is not known. In this study, we used unbiased methods to identify coordinately responsive PBMC miRNA- gene networks that differ between low and high LDL-C baboons when fed a high-cholesterol, high-fat (HCHF) diet.

**Methods and results:**

Using RNA Seq, we quantified PBMC mRNAs and miRNAs from half-sib baboons discordant for LDL-C plasma concentrations (low LDL-C, n = 3; high LDL-C, n = 3) before and after a 7-week HCHF diet challenge. For low LDL-C baboons, 626 genes exhibited significant change in expression (255 down-regulated, 371 up-regulated) in response to the HCHF diet, and for high LDL-C baboons 379 genes exhibited significant change in expression (162 down-regulated, 217 up-regulated) in response to the HCHF diet. We identified 494 miRNAs identical to human miRNAs and 47 novel miRNAs. Fifty miRNAs were differentially expressed in low LDL-C baboons (21 up- and 29 down-regulated) and 20 in high LDL-C baboons (11 up- and 9 down-regulated) in response to the HCHF diet. Among the differentially expressed miRNAs were miR-221/222 and miR-34a-3p, which were down-regulated, and miR-148a/b-5p, which was up-regulated. In addition, gene-targets of these miRNAs, *VEGFA*, *MAML3*, *SPARC*, and *DMGDH*, were inversely expressed and are central hub genes in networks and signaling pathways that differ between low and high LDL-C baboon HCHF diet response.

**Conclusions:**

We have identified coordinately regulated HCHF diet-responsive PBMC miRNA-gene networks that differ between baboons discordant for LDL-C concentrations. Our findings provide potential insights into molecular mechanisms underlying initiation of atherosclerosis where LDL-C concentrations influence expression of specific miRNAs, which in turn regulate expression of genes that play roles in initiation of lesions.

## Introduction

Cardiovascular disease (CVD), the leading cause of morbidity and mortality in developed countries [1,2], is commonly associated with development of atherosclerosis. The pathophysiological characteristics of atherosclerosis are a consequence of interactions between genetic and environmental factors including diet. Clinical and epidemiological studies indicate that atherosclerotic burden is positively correlated with plasma LDL-C concentrations [3–6], and high LDL-C concentration is a major risk factor or atherosclerosis [7].

High LDL-C concentrations contribute greatly to the initiation of atherosclerosis, whereby LDL particles and associated cholesterol activate adhesion molecules on vascular endothelial cells (EC), reduce synthesis of EC-derived relaxing factor, and promote EC apoptosis [7, 8]. It is posited that upon activation of adhesion molecules, PBMCs, particularly monocytes, adhere to the endothelium, infiltrate the neointima through the endothelial layer, phagocytize LDL-C and transform to macrophages, triggering inflammation-signaling cascades. Previous *in vitro* studies demonstrated that LDL-C, particularly oxidized LDL-C (ox-LDL-C), induces EC apoptosis by regulating the expression of genes and miRNAs. For example, ox-LDL-C induces EC apoptosis by down-regulating *BCL2* [9, 10] and the miR-222/221 family [11], while up-regulating miR-365 [12].

Previously we showed that hepatic miR-222/221 was down-regulated in response to feeding a HCHF diet to baboons with high LDL-C concentrations [13]. In the current study, we hypothesized that PBMC miRNAs and miRNA gene-targets are differentially expressed in response to changes in LDL-C concentrations, and that miRNA-gene networks are concomitantly modulated. To test this hypothesis, half-sib adult baboons (*Papio hamadryas*) exhibiting discordant LDL-C plasma concentrations (low and high LDL-C) were challenged for 7 weeks with a HCHF diet. Blood samples were collected before and after the diet challenge. We quantified all PBMC-expressed genes and miRNAs by unbiased RNA Seq.

We identified differentially expressed genes and miRNAs, inversely expressed miRNA gene-targets and their integrated networks, and gene ontologies and biological pathways modulated in response to changes in LDL-C concentrations. By analyzing half-sib baboons discordant for the LDL-C plasma concentrations (> 2 S.D. difference), we minimized genetic variation due to genetic background and increased the likelihood that we would discover miRNAs and miRNA gene-targets that are LDL-C responsive.

The baboon is a well-characterized model for dyslipidemia and atherosclerosis [6, 14] and is very similar to humans both physiologically and genetically [15], suggesting that findings in baboons will translate to humans. In addition to genetic background, we are able to control diet and environment in baboons, which is very difficult in humans. To our knowledge, the influence of LDL-C concentrations on PBMC miRNA and miRNA gene-target expression has not been investigated in primates. Identification of baboon PBMC miRNAs and miRNA gene-targets that are differentially expressed in response to changes in LDL-C concentrations may provide insights into understanding mechanisms by which early atherosclerosis is initiated, potentiating discovery of novel therapeutic targets and biomarkers for dyslipidemia.

## Materials and methods

### Animals

Baboons were bred and maintained at the Southwest National Primate Research Center (SNPRC), Texas Biomedical Research Institute (Texas Biomed), which is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. The animals were maintained in outdoor group housing, which provided full social environment and physical activity, and food and drink *ad libitum*. The Texas Biomedical Research Institute’s Institutional Animal Care and Use Committee approved experimental protocols, and SNPRC veterinarians and veterinary staff conducted all procedures, and all efforts were made to minimize suffering. The animals were not euthanized after the experiments.

### Selection of baboon half-sib-pairs discordant for LDL-C

Based on phenotypic and genotypic analysis of 951 pedigreed baboons, we identified three half-sib-pairs with contrasting phenotypes for LDL-C concentrations as described. The members of each half-sib-pair differed by at least two standard deviations for LDL-C concentrations [16].

### Diet challenge

Half-sib baboons were maintained on a chow diet that is low in fat (4% of calories) and cholesterol (0.03 mg/kcal) and challenged for 7 weeks with HCHF diet, which is high in fat (40% of calories) and cholesterol (1.7 mg/kcal). The dietary components and the dietary challenge protocols have been described [17].

### Sample collection

Prior to sample collection, baboons were sedated with ketamine (10 mg/kg), given atropine (0.025 mg/kg) and intubated. Blood pressure was measured by automated arm cuff (Collin), and oxygen saturation, heart and respiration rates were monitored by pulse oximetry. Blood samples (10 ml) were collected by venipuncture in EDTA tubes, before (n = 6) and after the HCHF challenge diet (n = 6). Whole blood was centrifuged at 10,000g for 10 min, and buffy coats were aspirated and stored at -80°C.

### RNA isolation

Total RNA was isolated and purified from buffy coats of 12 samples using TRIzol Reagent and miRNeasy Mini Kit (Qiagen) as described previously [18]. RNA quantity was assessed spectrophotometrically using a NanoDrop 8000 (Thermo Fisher Scientific, Wilmington, DE), and quality was assessed using an Agilent Bioanalyzer 2100 (Agilent, Santa Clara, CA). RNA integrity was assessed by electrophoresis in a denaturing 1% agarose gel and stored at −80°C until further use.

### RNA sequencing and data analysis

Complementary DNA (cDNA) was generated for RNA Seq using Illumina’s mRNA Seq Sample Preparation Kit according to the manufacturer’s protocol and as described previously [18]. Briefly, we enriched for mRNAs using poly-A selection and fragmented the mRNA by chemical fragmentation. We generated the first strand of cDNA using reverse transcription and Illumina’s random hexamer primers, and the second strand using DNA Polymerase I and RNase H. We multiplexed all samples in one pool and hybridized the pool to an individual lane of a flow cell for cluster generation using the Illumina Paired End Cluster Generation Kitv4 (2x100bp) and Cluster Station. Sequencing was performed using the Illumina v4 Sequencing Kit and HiSeq 2500 Sequencer.

The sequencing output FASTQ files (GEO accession number: GSE114722) were analyzed using default settings of Partek Flow (Partek Inc., MO). Briefly, paired sequence reads for each sample were trimmed bases from the 5’ end, followed by trimming of bases from both ends for sequence reads with a Phred score of less than 30.The sequence reads were aligned with STAR aligner v2.3.1j to baboon transcriptome (Ensembl PapAnu2 release 76). To quantify the expression levels of transcripts, the mapped reads were normalized using transcripts per kilobase million (TPM), whereby read counts were divided by the length of a gene in kilobase to compute reads per kilobase (RPK). The sum of all RPK values in a sample were divided by 10^6^ to compute ‘per million scaling factor’. Finally, each RPK was divided by the ‘per million scaling factor’ to obtain TPM. The reads were quantified using Partek’ expectation maximization (EM) algorithm. Differential expression of genes was evaluated using Partek’s gene specific analysis (GSA). The goal of GSA is to identify a statistical model that is the best for a specific gene, and then to use the best model to test for differential expression.

Using GSA, p values and fold-change for each gene, calculated as normalized ratio of mapped reads before and after diet challenge, were outputted. Finally, using Partek Genomic Suite we generated unsupervised hierarchical clustering of profiles of differentially expressed genes.

### Functional enrichment analysis

To enhance the understanding of the biological relevance of all differentially expressed genes before and after HCHF diet challenge in low and high LDL-C baboons, we performed functional enrichment analysis using ClueGO, a plug-in app for Cytoscape [19]. ClueGo facilitates generation of functionally grouped gene ontology and pathway networks and charts to decipher the biological relevance of expressed genes. The statistical test used for the enrichment was based on the both-sided hypergeometric option with a Benjamini-Hoschberg correction and kappa score of 0.4. In addition, we invoked the GO Term Fusion option as well as biological, functional, molecular and immunity GO terms.

To further understand the biological relevance of the genes that were common and inversely expressed in both low and high LDL baboons, we performed network analysis using ConsensusPathDB-human (http://cpdb.molgen.mpg.de/), a web-based analysis tool. The significance of GO terms and pathways was tested with p value set at <0.01, a minimum overlap with input genes set at 2 and a GO level 5 category option.

### Small RNA sequencing and data analysis

We used protocols and procedures described previously [13] and used the same RNA samples that were used for RNA Seq above. After isolating RNA, we enriched the sample with sncRNAs by using mirVana miRNA Isolation Kit (Ambion). We used 2μg of sncRNAs to synthesis cDNA. After purification, the ibraries were quantified using QuBit fluorometry and Nanodrop 8000 spectrometry. Library clones were generated using cBot, and sequenced using Illumina’s Genome Analyzer (GAIIx). Sequence reads analysis and identification of differentially expressed miRNAs were done using mirTools [20]. For the miRNAs, sequence reads (SRA accession number: SRP148696) were normalized using reads per million mapped to miRNA (RPMM), whereby the sum of miRNA specific read counts per sample was divided by 10^6^ to compute ‘per million scaling factor’. Finally, read counts were divided by the ‘per million scaling factor’ to compute RPMM.

### Identification of gene-miRNA integrated networks

To identify miRNA-gene integrated networks, we used MiRNA Target Filter in IPA. Briefly, we uploaded both differentially expressed miRNAs and differentially expressed genes and identified miRNA targets using TargetScanHuman v6.2/Tar-Base/MiRecords software embedded in IPA. TargetScanHuman considers matches to human 3’ UTRs and their orthologs. We used the Build function to connect inversely expressed miRNA-mRNA molecules and generate networks. The low LDL-C network was overlaid on a miRNA-gene list for high LDL baboons to generate a high LDL-C network.

### Statistical analysis

Statistical analysis was performed using algorithms embedded in miRTool for miRNA expression profiles and Partek Genomic Suite for gene expression profiles. Arithmetic means derived from three samples for baboons fed chow or HCHF diet per baboon phenotype were used to identify differentially expressed miRNAs and genes, and analyzed by a two-tailed paired t- test. One sample two-tailed t-test was used to test the mean difference in LDL-C concentrations of the animals before and after diet challenge. Statistical significant threshold was set at p < 0.05. Where appropriate multiple testing analysis was performed to correct p values using Benjamini-Hochberg method described by McDonald JH. (2014) [21].

For the miRNA analysis, we used 5% False Discovery Rate (FDR) and 20% for the gene analysis; meaning that we accepted the possibility that 20% of the genes with p values less than 0.05 are likely false positive. Statistically significant pathways and GO terms were determined using algorithms embedded in IPA, ClueGo, or ConsensusPathDP-human software. P-values <0.05 were considered statistically significant.

## Results

### LDL-C concentrations in low and high LDL-C baboon baboons

Table 1 illustrates changes of LDL-C concentrations after the HCHF diet challenge. For both low and high LDL-C baboons, LDL-C concentrations increased significantly after diet challenge (low, p = 0.01; high, p = 0.03). For the high LDL-C baboons, LDL-C concentrations increased 2-fold compared to low LDL-C baboons after the HCHF diet challenge (p = 0.02).

**Table 1:** Plasma LDL-CLDL-C concentrations before and after HCHF diet challenge in low and high.

LDL-C baboons		
Diet	Chow	HCHF
Low LDL-C Baboons	19.3 (8.1)	31.3 (2.5)
High LDL-C Baboons	43.7 (15.0)	114.3 (19.5)

Standard deviations are indicated in parenthesis.

### Differential expression of PBMC genes responsive to HCHF diet

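The gene expression data come from 12 RNA-seq libraries of 6 adult baboons, 3 with low and 3 with high LDL-C, each sampled on the chow diet and again after 7 weeks of the HCHF diet. Each baboon is its own control, and each combination of phenotype and diet holds 3 libraries. The chow diet had 4% of its calories as fat and 0.03 mg of cholesterol per kcal, and the HCHF diet had 40% and 1.7 mg per kcal. RNA came from the buffy coat, the layer that forms between plasma and red blood cells when whole blood is centrifuged and that holds white blood cells and platelets. The paper calls these cells PBMC, while the sample labels name white blood cells of the buffy coat. In what follows the low LDL-C baboons are numbered 1 to 3 and the high LDL-C baboons 4 to 6, in no order, and the labels tie the chow and HCHF libraries of each baboon to each other.
The authors aligned the trimmed reads with STAR 2.3.1j to the baboon transcriptome (Ensembl PapAnu2 release 76) and estimated a count per transcript with the expectation maximization algorithm of Partek. The deposited values used here are these expected counts for 29300 transcripts of 27533 genes, before the TPM scaling that the methods describe. The expected counts were summed per gene and rounded to whole numbers. The 11579 genes with a mean CPM of at least 1 over the 12 libraries (CPM is a gene's count scaled to the library's total, which for all levels given here was adjusted by the TMM factor) were tested with edgeR's quasi-likelihood test (two-sided), with TMM normalization and a term for each baboon. A gene was called differentially expressed at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.20, the FDR that the paper states for genes. The files give Ensembl gene IDs with positions and do not pair them with gene symbols, so that genes are described below as sets, by position or by ID.
Total counts per library ranged from 3700435 to 8518159 (median 4654822) for low LDL-C baboons on chow, from 4837402 to 6347881 (median 4921150) for the same baboons on the HCHF diet, from 3884341 to 5838152 (median 4144061) for high LDL-C baboons on chow and from 3434663 to 4461990 (median 3731978) for these on the HCHF diet. A large part of each library fell on only 2 genes, on chromosome 20 from 39182 to 41379 and on chromosome 14 from 60046720 to 60049466. Together they took 89.3% of the counts in the chow library of baboon 2, 16.8% in the chow library of baboon 3, 16.3% in the HCHF library of baboon 4, and from 43.5 to 63.9% in the other libraries. The chow library of baboon 2 was left with 915087 counts for all other genes and had 5183 genes with at least 10 counts, compared with 11294 genes in the chow library of baboon 3 and 11212 in the HCHF library of baboon 4. The labels list 6 index sequences, each used for 1 low and 1 high LDL-C library, while the methods describe a single pool. Libraries with the same index cannot be separated within a pool, and the labels name no pool or lane, so that it is not known whether phenotype and pool coincided.

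**Figure D1:**
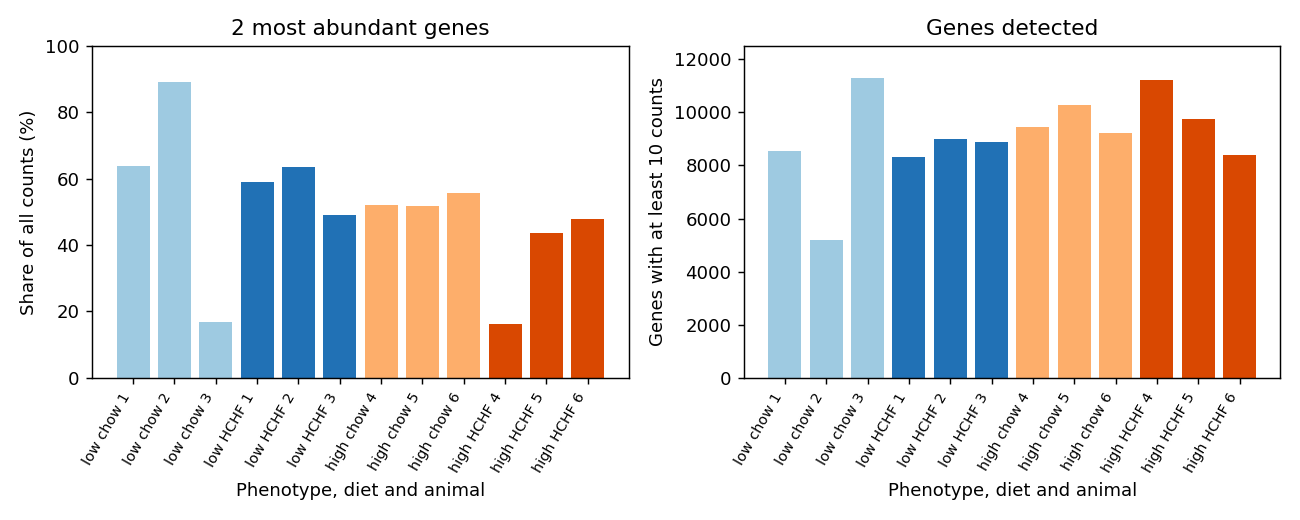
Share of all counts on the 2 most abundant genes (left, %) and number of genes with at least 10 counts (right) in each of the 12 libraries, colored by phenotype and diet; each bar is 1 library. The share is highest (89.3%) in the chow library of baboon 2 and lowest (16.3%) in the HCHF library of baboon 4.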

We identified genes that were differentially expressed in response to LDL-C concentration changes by analyzing the expression levels before and after HCHF diet challenge. 

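In high LDL-C baboons, 13 genes were up-regulated after the HCHF diet and 0 were down-regulated in edgeR at the FDR of 20%. These 13 genes had log2 fold changes of 4.03 to 12.11, and 12 of them were below 1 CPM in each of the 3 chow libraries. For 12 of the 13 the highest level of all libraries was that of baboon 4 on the HCHF diet, where their median was 35.2 CPM, compared with 0.303 CPM in baboon 5 and 0 CPM in baboon 6. Of the 13 genes, 5 were higher on the HCHF diet in all 3 baboons. For 8 of the 13, which had 0 counts on chow, the fitted fold change depends on the prior count, and with these genes at the floor of 3 counts over the 3 chow libraries the median of the 13 was 6.90 on the log2 scale.
In low LDL-C baboons, 0 genes were called by edgeR in either direction (lowest adjusted p = 0.267), compared with 15 genes by DESeq2, of which 4 were higher and 11 lower on the HCHF diet. Without correction, 206 genes were higher and 494 lower on the HCHF diet at an unadjusted p under 0.05 in low LDL-C baboons, and 327 were higher and 175 lower in high LDL-C baboons, where chance alone gives 579 genes. After quantile normalization of log2 values and limma, the numbers at an unadjusted p under 0.05 were 324 higher and 303 lower in low LDL-C baboons and 127 higher and 238 lower in high LDL-C baboons, and 0 genes passed the FDR in either. A paired test per gene on log2 values (the log2 of CPM plus 1) called 0 genes in each phenotype at the FDR of 20%. Its log2 fold change is the mean of the differences of the 3 baboons. DESeq2 called 3 genes in high LDL-C baboons, 1 of which edgeR also called. The number of calls depended on single baboons: without baboon 4, and likewise without baboon 6, edgeR called 0 genes in high LDL-C baboons (356 and 479 at an unadjusted p under 0.05), and without baboon 2 it called 1020 genes in low LDL-C baboons, 415 higher and 605 lower.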

For low LDL-C baboons, 626 genes (255 down-regulated, 371 up-regulated) exhibited significant change in expression, while 272 genes (114 down-regulated, 158 up-regulated) remained significantly differentially expressed in high LDL-C baboons after p-value correction (S1 Table). Tables 2 and 3 show the top 35 genes with highest change in response to HCHF diet. 

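The largest decreases in low LDL-C baboons and the largest increases in high LDL-C baboons were each carried by a single library. The 35 genes with the largest decrease at an unadjusted p under 0.05 in low LDL-C baboons had a median of 10.1 CPM in the chow library of baboon 3, 0.781 CPM in the HCHF library of baboon 4 and 0 CPM in each of the other 10 libraries. Their fitted log2 fold changes ran from -8.23 to -6.60, and 33 of them had 0 counts on the HCHF diet, so that the median with these at the floor was -4.83. The 35 genes with the largest increase in high LDL-C baboons had a median of 22.1 CPM in the HCHF library of baboon 4 and 0 CPM in each of the others. Their fitted log2 fold changes ran from 6.83 to 12.11, 32 of them had 0 counts on chow (median with the floor 5.75), and 9 of the 35 passed the FDR of 20%.
Changes in the opposite directions were smaller. The 35 genes with the largest increase in low LDL-C baboons had log2 fold changes of 1.39 to 2.77, and 33 of them were higher on the HCHF diet in all 3 baboons. The 35 genes with the largest decrease in high LDL-C baboons had log2 fold changes of -2.44 to -1.34, and 34 were lower in all 3 baboons. By comparison, 3 of the 35 largest decreases in low LDL-C baboons and 2 of the 35 largest increases in high LDL-C baboons went the same way in all 3 baboons. Selection at an unadjusted p under 0.05 favors genes that go the same way, as did 188 of all 206 higher genes and 253 of all 494 lower genes in low LDL-C baboons, and 160 of 327 and 171 of 175 in high LDL-C baboons. None of the genes in these sets other than the 9 passed the FDR, and leaving out baboon 3 kept 2 of the 35 largest decreases and 12 of the 35 largest increases of low LDL-C baboons at an unadjusted p under 0.05. Leaving out baboon 4 kept 0 of the 35 largest increases and 23 of the 35 largest decreases of high LDL-C baboons.
More widely, 250 genes were at least 5-fold lower on the HCHF diet in low LDL-C baboons at an unadjusted p under 0.05 and 4 were at least 5-fold higher, while in high LDL-C baboons 198 were higher and 1 was lower by that much. With 0.5 CPM added to each level, 227 of the 250 genes had the 5-fold decrease in baboon 3, 2 in baboon 1 and 11 in baboon 2, and 185 of the 198 genes had the 5-fold increase in baboon 4, 2 in baboon 5 and 3 in baboon 6. Most of these genes were close to 0 counts in the other baboons. With at least 10 counts in the libraries of the baboon and nothing added, the decrease was found in 246 of 249 genes in baboon 3, 2 of 22 in baboon 1 and 7 of 27 in baboon 2, and the increase in 192 of 194 genes in baboon 4, 2 of 6 in baboon 5 and 6 of 9 in baboon 6. Without baboon 3, 32 genes were at least 5-fold lower, 9 of them among the 250, and without baboon 4, 18 were at least 5-fold higher, 5 of them among the 198. In place of 250 and 198 genes, quantile normalization with limma gave 51 and 11, DESeq2 71 and 26, a mean CPM of at least 5 gave 82 and 41 and the paired test per gene 0 and 0, and without a filter the second count was 333. A change in 1 of 3 baboons alone cannot reach an unadjusted p of 0.05 in the paired test, so its low counts were set from the start.
Among genes that changed the same way in all 3 baboons of a phenotype, ENSPANG00000012145 (chromosome 12 from 78537657 to 78557676) was up-regulated in high LDL-C baboons with a log2 fold change of 9.21 (standard error 1.17, adjusted p = 0.149 from edgeR). It had 399 counts over the 3 HCHF libraries, 395 of them in baboon 4, and 0 counts on chow, and it also reached 14.5 CPM in the chow library of baboon 3. From the pooled counts it was at least 126-fold higher, a ratio that describes baboon 4 and sets no lower bound for the phenotype. Its log2 fold change was 5.53 in DESeq2, 3.60 after quantile normalization and 2.18 in the paired test, and it passed the FDR in none of these. The paired test, here and for the IDs below, adds 1 CPM to each level and averages over the 3 baboons. The quantile values hold a prior count of 1. Both shrink changes from levels near 0, so these values are not on the scale of edgeR. In edgeR the call was also lost without baboon 4 (log2 fold change 4.00), without baboon 6 (9.75), with no term for the baboon (9.54) and at a mean CPM of at least 5 (9.25). ENSPANG00000017466 (chromosome 5 from 90503002 to 90520063) had 111 counts on chow in low LDL-C baboons, 108 of them in baboon 3, and 0 counts on the HCHF diet (adjusted p = 0.493 from edgeR). From the pooled counts it was at least 31-fold lower, a ratio that describes baboon 3 and sets no lower bound for the phenotype. Its fitted log2 fold change was -7.54, and it was -5.44 without baboon 3, -3.21 after quantile normalization and -1.79 in the paired test. It passed the FDR in edgeR without baboon 2 (log2 fold change -8.13, adjusted p = 0.128) and without a filter (-7.54, adjusted p = 0.000115). ENSPANG00000022705 (chromosome 10 from 63440441 to 63441088) had 5 counts on chow and 17 on the HCHF diet in low LDL-C baboons (log2 fold change 2.77, standard error 1.21, adjusted p = 0.818 from edgeR), and its log2 fold change was 5.22 without baboon 3 and 0.91 in the paired test. ENSPANG00000000883 (chromosome 7 from 160337316 to 160374548) was at 3.30 ± 1.19 CPM (SD, n = 3) on chow and 0.657 ± 0.572 CPM (SD, n = 3) on the HCHF diet in high LDL-C baboons (log2 fold change -2.44, standard error 0.74, adjusted p = 0.834 from edgeR), and -1.41 in the paired test. Without a filter it passed the FDR (adjusted p = 0.0394 from edgeR).

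**Figure D2:**
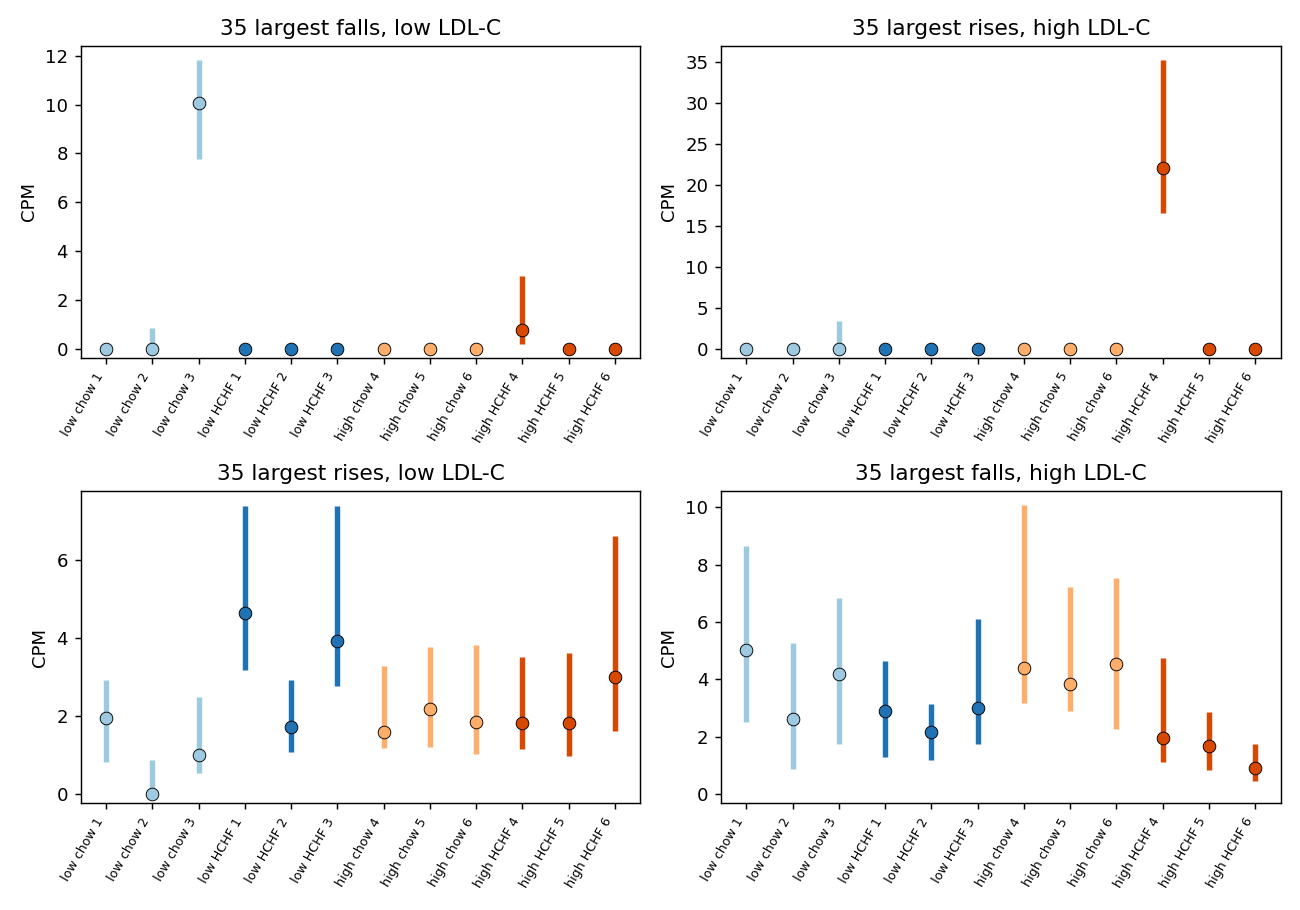
Levels (CPM) of the 35 genes with the largest decrease and increase in each phenotype at an unadjusted p under 0.05; circles are the median of the 35 genes and bars their quartiles in each library. The largest decreases in low LDL-C baboons stand out in the chow library of baboon 3 (median 10.1 CPM), and the largest increases in high LDL-C baboons in the HCHF library of baboon 4 (median 22.1 CPM).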

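Neither diet nor phenotype separated the libraries when they were clustered on log2 CPM (average linkage, with 1 minus the Pearson correlation as distance). On all 11579 genes the first division set the chow library of baboon 3 (low LDL-C) and the HCHF library of baboon 4 (high LDL-C) apart from the other 10 libraries. On the 1066 genes at an unadjusted p under 0.05 from edgeR in either phenotype, the first division set the chow library of baboon 3 alone apart, and the next set apart the HCHF library of baboon 4. For 5 of the 12 libraries the most similar library was the other library of the same baboon, as for both libraries of baboon 5 (Pearson correlation 0.961 across genes). The chow library of baboon 3 was most similar to the HCHF library of baboon 5 (0.839) and had a correlation of 0.827 with its own HCHF library. The first 3 principal components held 26.2%, 17.0% and 14.2% of the variance.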

Fig 1 shows unsupervised hierarchical clustering of gene expressionprofiles in low and high LDL-C baboons.

**Fig 1:**
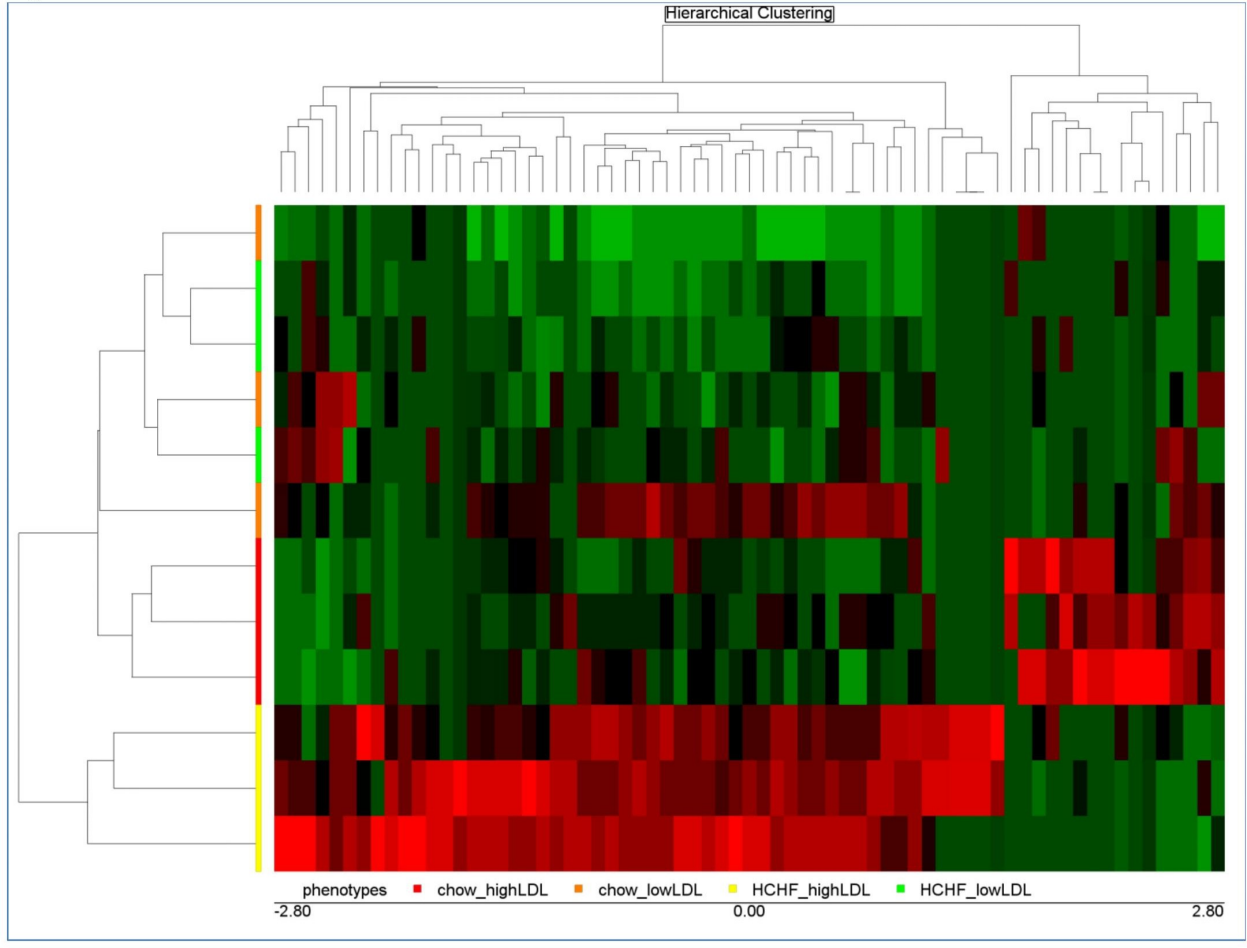
Dendrogram showing unsupervised hierarchical clustering of baboon PBMC gene expression profiles in low and high LDL-C baboons in response to HCHF diet. Columns and rows, respectively, denote genes and time points.

**Table 2:** Low LDL-C baboons: Top 35 genes that exhibit greatest change in response to HCHF diet.

Up-regulated			Down-regulated		
Gene symbol	Corrected p-value	Fold-Change	Gene symbol	Corrected p-value	Fold-Change
**U4**	0.014	4.2	LOC101026757	0.040	-35.7
**IGKV1OR2-108**	0.003	3.0	LOC101017602	0.079	-33.1
**ENKUR**	0.011	2.9	ALB	0.041	-29.7
**TMEM40**	0.006	2.8	CPS1	0.034	-28.7
**GEMIN7**	0.001	2.7	PLG	0.069	-27.0
**NRBF2**	0.037	2.7	HRG	0.017	-26.6
**PPIL3**	0.003	2.7	FGG	0.071	-25.5
**RGS16**	0.056	2.7	LOC101022486	0.045	-22.4
**IGKV4-1**	0.018	2.6	ITIH2	0.074	-22.2
**MRPL47**	0.004	2.6	TTR	0.035	-20.2
**LOC101019904**	0.005	2.5	LOC101023648	0.022	-18.6
**MEX3B**	0.052	2.5	ITIH1	0.020	-18.2
**BORCS5**	0.004	2.4	LOC100998199	0.012	-16.3
**LOC101009271**	0.046	2.4	LOC101000951	0.046	-16.2
**TMEM177**	0.001	2.4	TAT	0.030	-16.0
**CLEC9A**	0.002	2.4	C9	0.076	-15.7
**NRARP**	0.025	2.4	HMGCS2	0.074	-15.2
**NINJ1**	0.015	2.4	AGT	0.053	-14.2
**MRPL50**	0.005	2.3	ADH4	0.047	-13.3
**CCL22**	0.001	2.3	SLCO1B1	0.048	-11.9
**SGPP1**	0.017	2.3	C2	0.021	-11.7
**GPR171**	0.065	2.3	C5	0.015	-11.5
**ND3**	0.022	2.3	PON1	0.010	-11.0
**GRPEL2**	0.009	2.3	LOC101017967	0.069	-10.7
**CCDC102A**	0.006	2.3	C6	0.020	-10.3
**SLAMF9**	0.008	2.3	APOC3	0.062	-10.3
**TROVE2**	0.024	2.3	ARG1	0.008	-9.8
**ST6GALNAC3**	0.048	2.3	LOC100998476	0.071	-9.4
**PPA2**	0.007	2.3	SLC2A2	0.066	-9.4
**BCL10**	0.003	2.3	SERPING1	0.064	-9.1
**COPS4**	0.009	2.3	LOC101001292	0.013	-8.5
**LAMTOR1**	0.007	2.2	AFM	0.062	-8.4
**HOXB7**	0.002	2.2	OTC	0.008	-8.3
**MBD5**	0.012	2.2	SERPINF2	0.060	-8.2
**TCEAL1**	0.005	2.2	LOC101002090	0.031	-7.8

**Table 3:** High LDL-C baboons: Top 35 genes that exhibit greatest change in response to HCHF diet.

Up-regulated			Down-regulated		
Gene symbol	Corrected p-value	Fold-Change	Gene symbol	Corrected p-value	Fold-Change
**ALDOB**	0.026	36.0	HRH2	0.011	-1.8
**LRP2**	0.046	20.9	BCL9L	0.039	-1.8
**SLC34A1**	0.037	18.7	MAML3	0.033	-1.8
**SLC22A2**	0.031	14.1	IKZF1	0.038	-1.8
**IGFBP5**	0.034	11.5	GAS7	0.037	-1.8
**EPHX2**	0.022	9.9	FAM129C	0.040	-1.9
**AGXT2**	0.032	9.6	NIPAL3	0.011	-1.9
**SLC22A6**	0.010	9.4	IQSEC1	0.026	-1.9
**IGFBP7**	0.037	9.1	EXTL3	0.037	-1.9
**HSD11B2**	0.038	7.7	FAM102B	0.039	-1.9
**TSPAN1**	0.027	6.8	CUL9	0.024	-1.9
**CALB1**	0.035	5.9	MGAT3	0.042	-1.9
**SLC6A18**	0.032	5.6	XKRX	0.004	-1.9
**LGALS2**	0.036	5.3	CR2	0.003	-1.9
**SLC47A2**	0.047	5.0	NUDCD2	0.046	-1.9
**SLC3A1**	0.026	4.7	LY96	0.023	-1.9
**OSGIN1**	0.048	4.5	KIAA1549L	0.001	-2.0
**MIOX**	0.034	4.5	TCHP	0.003	-2.0
**SDC4**	0.040	4.4	TXNL4B	0.028	-2.0
**CGNL1**	0.008	4.3	PLEKHA2	0.038	-2.0
**COL4A2**	0.045	4.3	ST6GAL1	0.044	-2.0
**SLC12A3**	0.024	4.3	TRIM25	0.036	-2.1
**SPARC**	0.009	3.4	TMED8	0.021	-2.1
**KCNJ15**	0.040	3.4	BACH2	0.008	-2.1
**GPT**	0.027	3.3	CSPG4	0.011	-2.1
**HNF1B**	0.042	3.3	AFF3	0.027	-2.1
**NOX4**	0.040	3.3	AGBL2	0.003	-2.2
**DPYS**	0.045	3.2	FCRL5	0.028	-2.2
**ESRRG**	0.036	3.1	ROBO2	0.030	-2.2
**CES2**	0.005	3.0	TET3	0.010	-2.2
**USH1C**	0.009	2.9	KIF26A	0.002	-2.3
**VEGFA**	0.005	2.8	ELMSAN1	0.001	-2.3
**CTSL**	0.011	2.7	LIPN	0.009	-2.3
**SERPINH1**	0.044	2.6	SWAP70	0.001	-2.5
**DMGDH**	0.039	2.6	NFATC2	0.001	-2.8

Moreover, we used ClueGO (http://apps.cytoscape.org/apps/cluego), an application for Cytoscape, to identify networks of both gene ontology (GO) and pathways influenced by genes differentially expressedin low and high LDL-C baboons. Fig 2 shows functionally grouped networks of GO terms and pathways associated with expressed genes in low LDL-C baboons, including VLDL particle remodeling, regulation of cholesterol transport, endothelial cell apoptotic process, and negative regulation of blood vessel morphogenesis. For high LDL-C baboons, GO terms and pathways included coronary vasculature development, heart valve morphogenesis, kidney epithelium development, distal tubule and collecting duct development (Fig 3).

**Fig 2:**
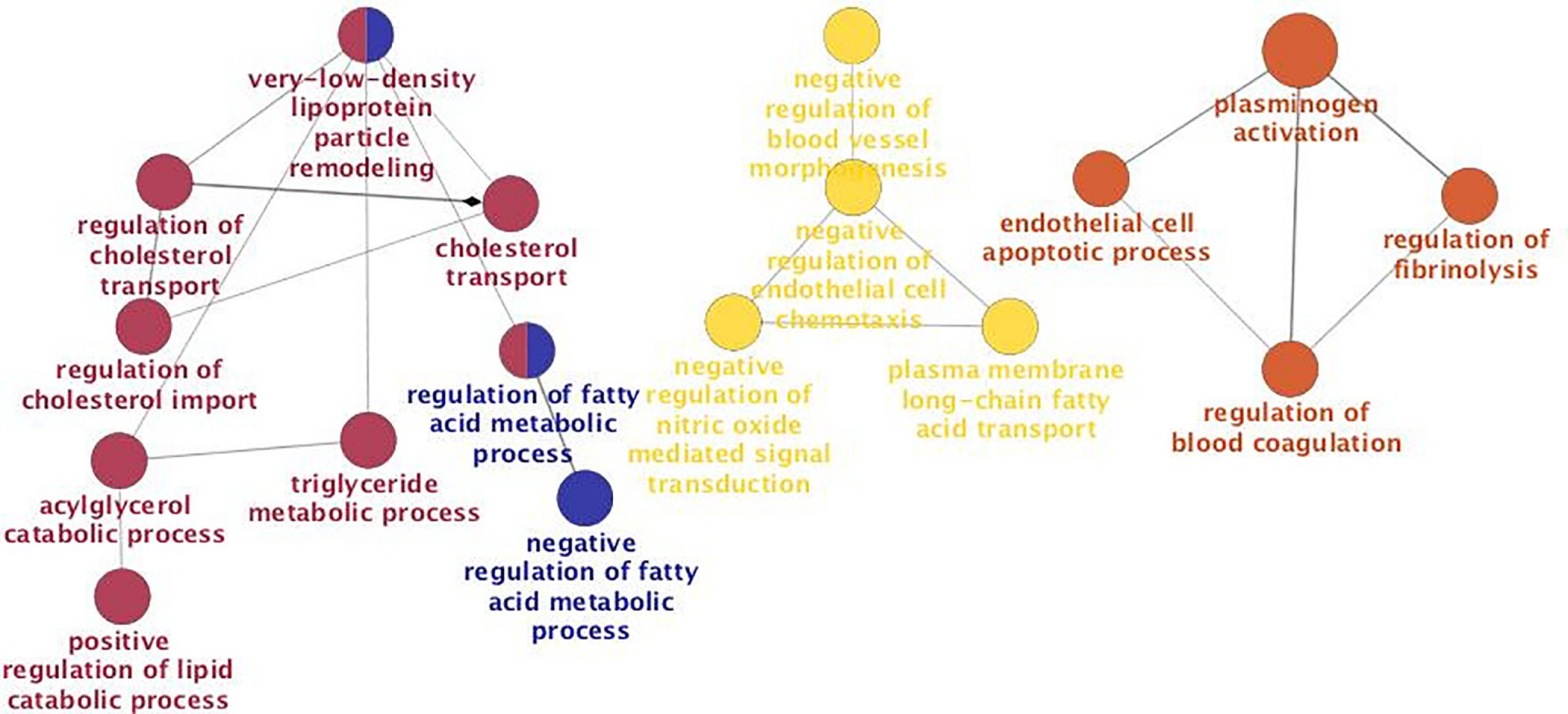
GO/pathway terms networks enriched for differentially expressed genes in low LDL-C baboons, respectively. Terms are represented as nodes linked based on their kappa score 0.4, where only the label of the most significant term per group is shown. The node size represents the term enrichment significance. The node color denotes different GO terms, and color gradient shows the gene proportion of each cluster associated with the term.

**Fig 3:**
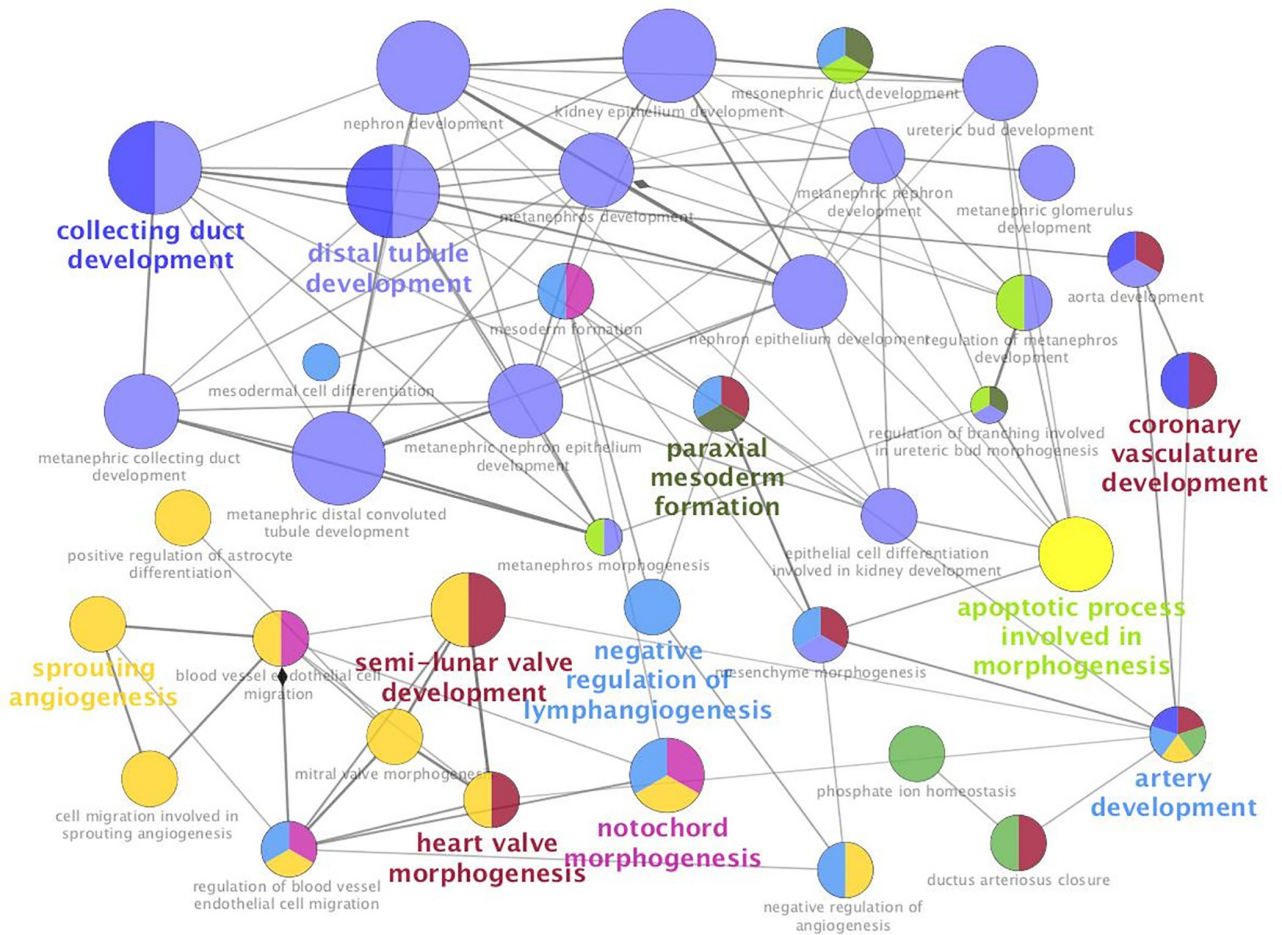
GO/pathway terms networks enriched for differentially expressed genes in high LDL-C baboons, respectively. Terms are represented as nodes linked based on their kappa score 0.4, where only the label of the most significant term per group is shown. The node size represents the term enrichment significance. The node color denotes different GO terms, and color gradient shows the gene proportion of each cluster associated with the term.

### Genes expressed in both low and high LDL-C baboons

Eighteen differentially expressed genes were common in both low and high LDL-C baboons (Table 4). 

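Genes that were lower on the HCHF diet in low LDL-C baboons and higher in high LDL-C baboons made up the largest part of the overlap between the phenotypes. At an unadjusted p under 0.05 from edgeR in each, 136 genes changed in both phenotypes. Of these, 86 were lower in low and higher in high LDL-C baboons, where independent lists of these sizes give 14.0 (odds ratio 9.48, Fisher's exact test, adjusted p = 1.8e-44 over the 4 combinations of direction). Another 35 were lower in both (7.47 expected, adjusted p = 2.2e-14) and 12 were higher in both (5.82 expected, adjusted p = 0.0222), both by Fisher's exact test. Only 3 were higher in low and lower in high LDL-C baboons (3.11 expected). Genes are not independent replicates, so these p-values describe the lists. Both lists come from 1 fit with a shared estimate of the spread of each gene. This can raise an overlap above the number expected of independent lists, here and in the fits without single baboons. In the paired test per gene, where each phenotype had its own spread, 622 and 468 genes changed at an unadjusted p under 0.05, with 31 in both. The edgeR lists were of similar length (700 and 502 genes) and shared 136, so the overlap was far smaller in the paired test. No expected number was computed for it. The paired test also cannot pick up a change carried by 1 baboon alone, so the 2 tests differ in more than the spread. The number that was lower in low and higher in high LDL-C baboons was 5 after quantile normalization, 7 in the paired test per gene, 9 in DESeq2, 30 at a mean CPM of at least 5, 42 with no term for the baboon and 169 without a filter. It was 1 without baboon 3 (6.38 expected) and 1 without baboon 4 (6.06 expected), where 37 genes changed in both phenotypes in each case.
Fewer genes were shared in any direction without the baboons whose libraries stand apart. Without baboons 3 and 4, an alternative chosen after seeing the data, 7 genes were higher in both (0.712 expected), 9 were lower in both (4.12 expected) and 1 was lower in low and higher in high LDL-C baboons (2.55 expected). Across all 11579 genes the log2 fold changes of the phenotypes had a Pearson correlation of -0.34 and a Spearman correlation of 0.02, and without baboons 3 and 4 these were 0.09 and 0.10. With all 6 baboons in 1 test, 0 genes were called by edgeR (260 higher and 356 lower at an unadjusted p under 0.05) and 49 by DESeq2. DESeq2 left 6286 of the 11579 genes without an adjusted p here, so the 2 counts rest on corrections over different numbers of genes. All 49 had the same direction in edgeR, and 1 of them had its highest level in the chow library of baboon 3 or the HCHF library of baboon 4. No gene that passed the FDR in 1 phenotype did so in the other, since 0 genes passed in low LDL-C baboons in edgeR.

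**Figure D3:**
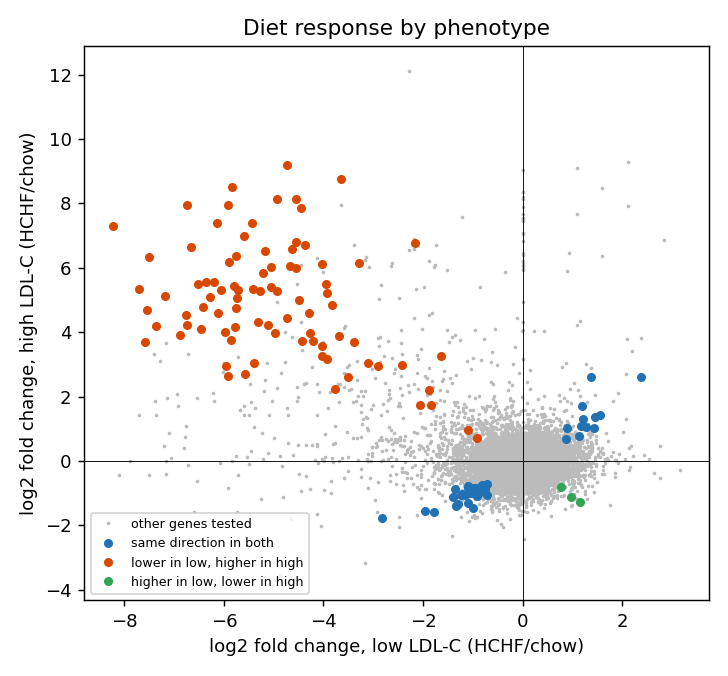
Log2 fold change after the HCHF diet in low LDL-C baboons (horizontal) and in high LDL-C baboons (vertical) for the 11579 genes tested; each point is 1 gene, and colored points are at an unadjusted p under 0.05 in both phenotypes. The 86 genes that were lower in low and higher in high LDL-C baboons lie at the upper left.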

After p-value correction, 14 genes remained significantly differentially expressed in both groups. Among the 14 genes, 3 genes (*VEGFA*, *SPARC and DMGDH*) were inversely expressed between the two groups. MAML3, PKD1L3 and LIN9 were inversely expressed between the phenotypes but their differential expression was nominal in low LDL-C baboons. 

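The 86 genes with opposite changes, lower on the HCHF diet in low LDL-C baboons and higher in high LDL-C baboons, were read mainly in 2 libraries. Their median level was 10.1 CPM in the chow library of baboon 3 and 8.53 CPM in the HCHF library of baboon 4, and at most 0.0756 CPM in any of the other 10 libraries. For 83 of the 86 genes these were the 2 libraries with the highest level. With genes at 0 counts set to the floor of 3 counts (40 of the 86 in low LDL-C baboons on the HCHF diet and 37 in high LDL-C baboons on chow), the median log2 fold change was -4.46 in low and 4.67 in high LDL-C baboons. The 3 genes with the reverse pattern, higher in low and lower in high LDL-C baboons, had differences in log2 fold change of -2.45 to -1.59.
The difference in diet response between the phenotypes was also tested directly, as the interaction of phenotype and diet. In edgeR 26 genes had a higher response in high than in low LDL-C baboons at an adjusted p under 0.20 and 0 had a lower response, with 429 and 133 at an unadjusted p under 0.05 and DESeq2 called 4 higher and 1 lower. After quantile normalization with limma, 181 were higher and 217 lower at an unadjusted p under 0.05, and 0 were called. The 26 genes had fitted differences in log2 fold change of 4.89 to 15.54, which depend on the prior count for the 16 genes with 0 counts in at least 1 combination of phenotype and diet. From counts pooled over each combination, with those at 0 set to the floor of 3 counts, the median difference was 10.5. The 26 included 25 of the 86, and 25 of the 26 had their highest levels in the same 2 libraries. Without baboon 3, and likewise without baboon 4, 0 genes were called (110 and 207 higher at an unadjusted p under 0.05). With both left out, 0 of the 86 genes had opposite changes at an unadjusted p under 0.05 in both phenotypes, and 1 of the 26 was at that level for the difference. VEGFA, SPARC, DMGDH, MAML3, PKD1L3 and LIN9 cannot be picked out among these genes, since the files do not pair IDs with symbols. The paper states that VEGFA, SPARC and DMGDH changed in opposite directions and proposes these genes, whose expression it describes as influenced by dyslipidemia, as potential therapeutic targets.

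**Figure D4:**
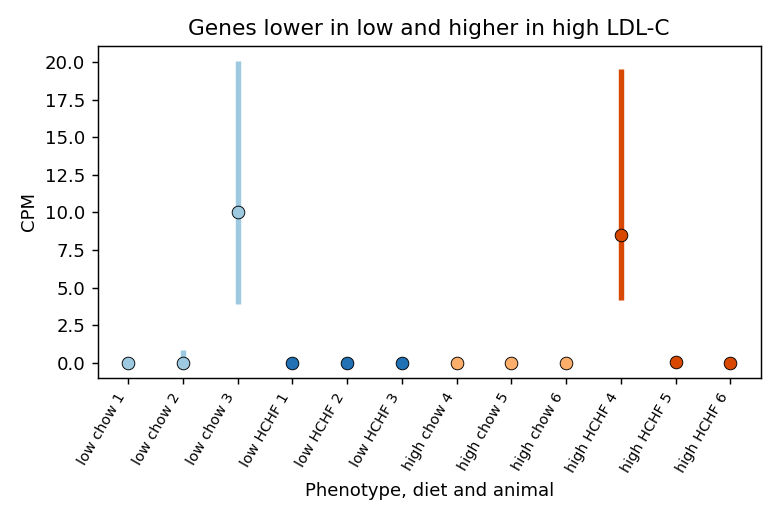
Levels (CPM) in each library of the 86 genes that were lower on the HCHF diet in low LDL-C baboons and higher in high LDL-C baboons at an unadjusted p under 0.05; circles are the median of the 86 genes and bars their quartiles. The medians are 10.1 CPM in the chow library of baboon 3 and 8.53 CPM in the HCHF library of baboon 4, and near 0 in the other libraries.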

Fig 4 shows a network of GO and pathways associated with the differentially expressed genes. The top GO terms that were statistically significant included regulation of angiogenesis, regulation vascular development, regulation of hematopoietic progenitor cell differentiation, and kidney endothelial angiogenesis.

**Fig 4:**
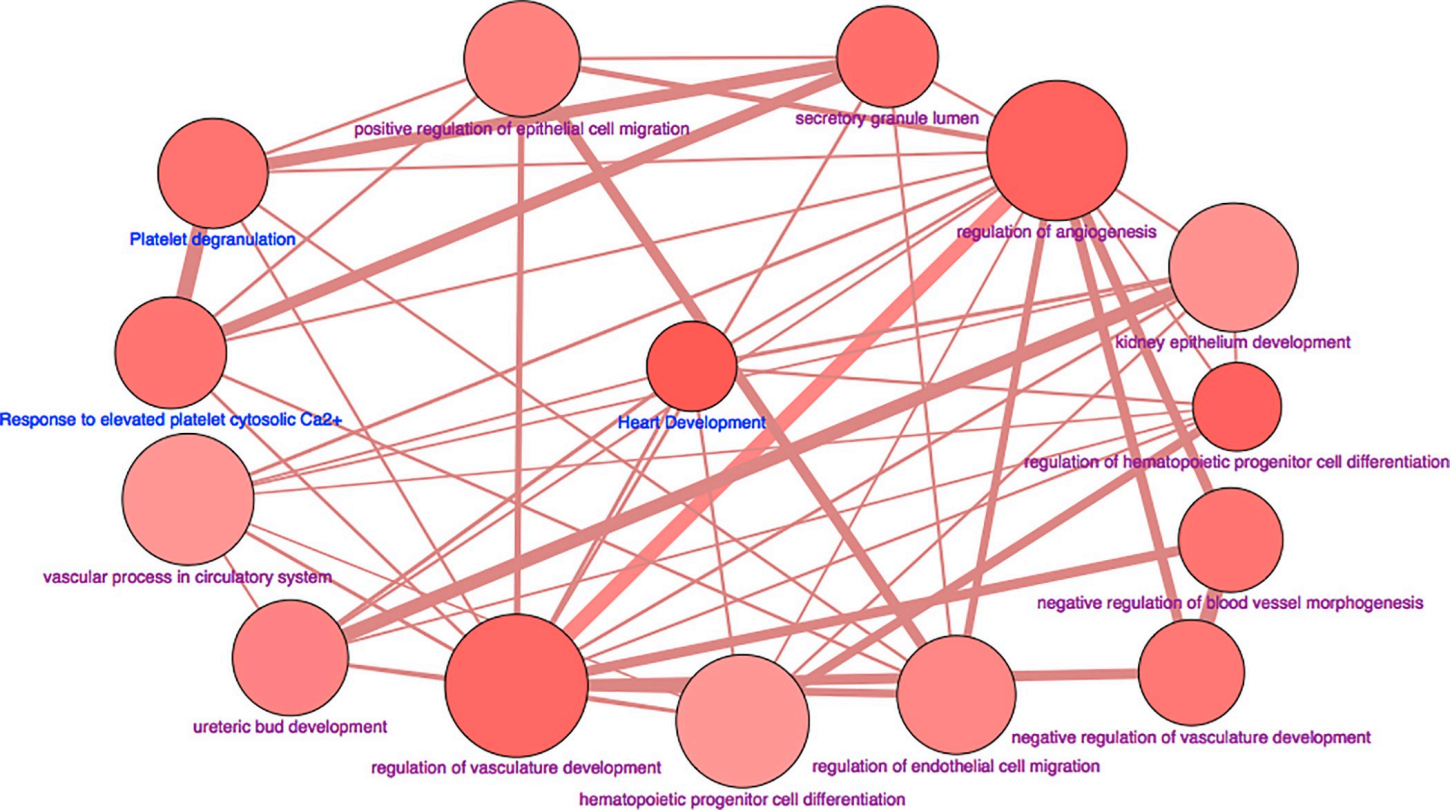
Networks of GO/pathway terms for differentially expressed genes common to low and high LDL-C baboons. Terms are represented as nodes linked based on their kappa score 0.4, where only the label of the most significant term per group is shown. The node size represents the term enrichment significance. The color gradient shows the proportion of the number of genes for each cluster associated with the term.

**Table 4:** Common PBMC genes differentially expressed in low and high LDL-C baboons.

Gene ID	Low LDL-C baboons			High LDL-C baboons		
	Fold-	P-value	Corrected	Fold-	P-value	Corrected
			
	change		P-value	change		P-value
***VEGFA***	-2.59	0.005	0.012	2.77	0.005	0.005
***DMGDH***	-2.63	0.024	0.043	2.64	0.037	0.039
**SPARC**	-2.42	0.027	0.047	3.43	0.009	0.009
***MAML3***	1.71	0.04	0.072	-1.83	0.031	0.033
**PKD1L3**	1.19	0.019	0.063	-1.19	0.035	0.036
**LIN9**	1.54	0.043	0.075	-1.54	0.029	0.031
**GFRA2**	1.33	0.002	0.004	1.21	0.031	0.033
**PRMT8**	1.33	0.037	0.064	1.36	0.044	0.047
**SLAMF9**	2.27	0.004	0.008	1.69	0.028	0.03
**SNORD124**	-1.23	0.019	0.02	-1.23	0.037	0.04
**TMEM203**	1.67	0.021	0.02	1.62	0.031	0.033
**UBN2**	-1.71	0.021	0.02	-1.78	0.022	0.022
**7SK**	1.34	0.002	0.004	1.8	0.041	0.043
**AK5**	1.94	0.013	0.01	1.72	0.025	0.03
**CLEC4E**	1.61	0.044	0.041	1.79	0.006	0.006
**DDN**	1.62	0.005	0.012	1.51	0.044	0.047
**DMRT2**	1.51	0.012	0.01	1.48	0.021	0.021
**FOXC1**	1.59	0.034	0.031	1.54	0.025	0.03

### Annotation of small RNAs and identification of novel miRNAs

The proportion of expressed sncRNAs for each type of annotated sncRNA is shown in Fig 5. Fig 5A shows combined data for low and high LDL-C baboons. miRNAs were the most abundantly expresse of the annotated sncRNAs (93%). Other sncRNAs, such as small interfering RNAs (siRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs), and transfer RNAs (tRNAs), comprised 4% of the total expressed sncRNAs. Repeat-associated RNAs accounted for only 1% of the sncRNAs.

**Fig 5:**
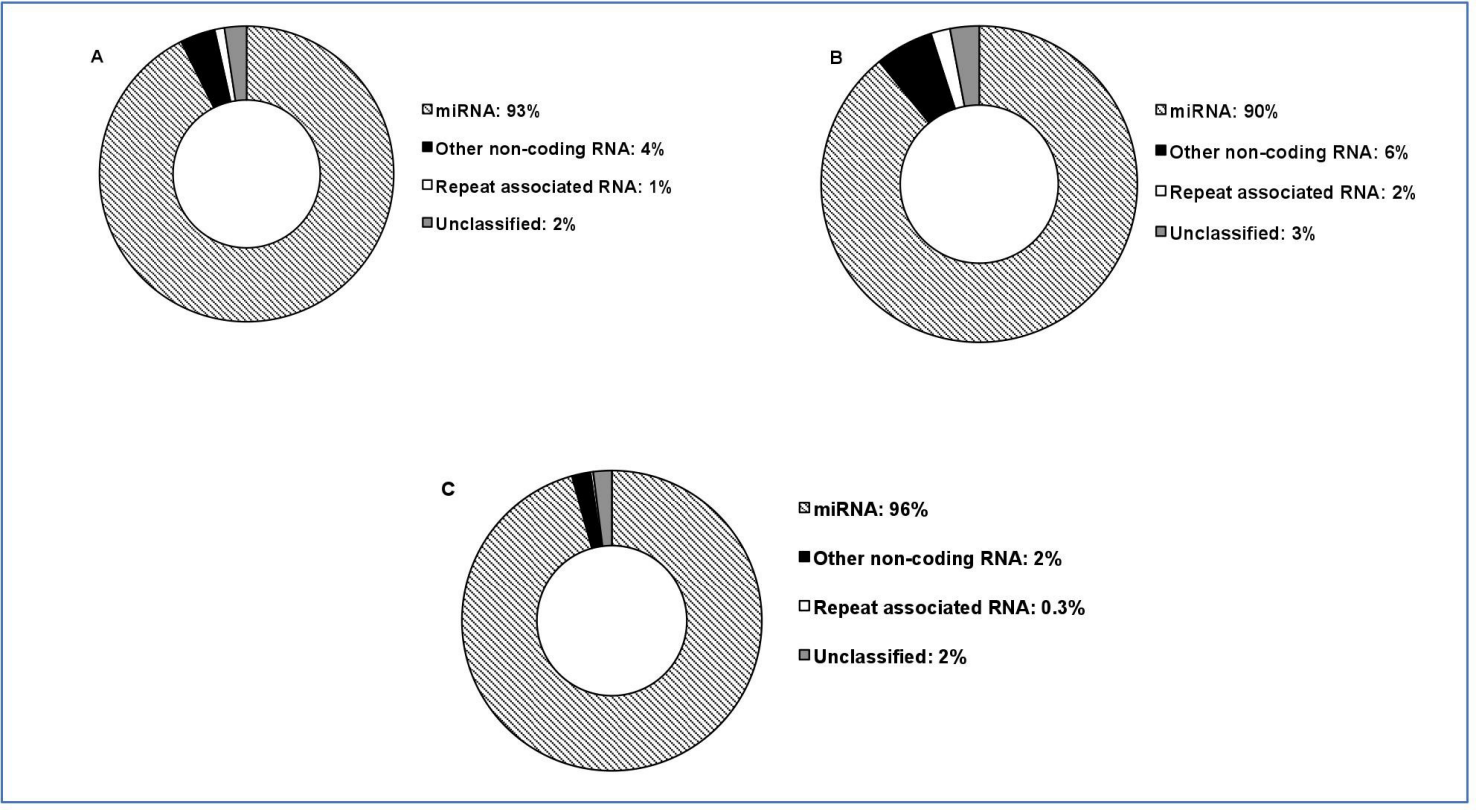
**Proportion of sncRNAs in a) both low and high LDL-C, b) high LDL-C only and c) low LDL-C only PBMC samples.** Segments in the donut diagram represent the proportions of different categories of small RNAs. Notably, “other non-coding RNAs” include snoRNAs, tRNAs, siRNAs,and snRNAs.

Unique sncRNAs that did not map (“unclassified”) to any sncRNA databases or to the human genome comprised approximately 2% of the sncRNAs expressed in all baboon PBMC libraries. Fig 5B and 5 show the data, respectively, for low LDL-C baboons and high LDL-C baboons. A higher proportion of miRNAs were expressed in low LDL-C baboons (96%) compared with high LDL-C baboons (90%).However, the difference was not statistically significant. Other non-coding RNAs accounted for only 2% of the total expressed sncRNAs in low LDL-C baboons and 6% for high LDL-C baboons (Fig 4B and 4C).

We identified 541 distinct miRNAs in baboon PBMCs: 494 were identical to human miRNAs, herein referred to as known miRNAs, and 47 were novel baboon miRNAs (Table 5). A greater number of known and novel miRNAs were expressed in low LDL-C than high LDL-C baboons. All known and novel miRNAs are shown in S2 and S3 Tables.

**Table 5:** PBMC miRNAs expressed in baboons.

Phenotype	Human orthologous miRNAs	Novel baboon miRNAs
Low LDL-C only	35	17
High LDL-C only	23	15
Common to low and high LDL-C	436	15
Total	494	47

### Differential expression of PBMC miRNAs in response to a HCHF diet

MiRNAs that were differentially expressed in response to a HCHF diet in low and high LDL-C baboons are shown in Fig 6. Fifty miRNAs were differentially expressed in low LDL-C baboons (21 up- and 29 down-regulated). For high LDL-C baboons, 20 miRNAs were differentially expressed in response to LDL- C level change (11 up- and 9 down-regulated). The miR-30 family was down-regulated in both low and high LDL-C baboons. Notable miRNAs up-regulated in low LDL-C PBMCs but not significantly differentially expressed in high LDL-C baboons included miR-33b, 29b, 16, 155 and 26b. The miR- 221/222 family was down-regulated in high LDL-C baboons but not significantly differentially expressed in low LDL-C samples. Table 6 shows the miRNA nucleotide sequences, p values and fold changes of these miRNAs.

**Fig 6:**
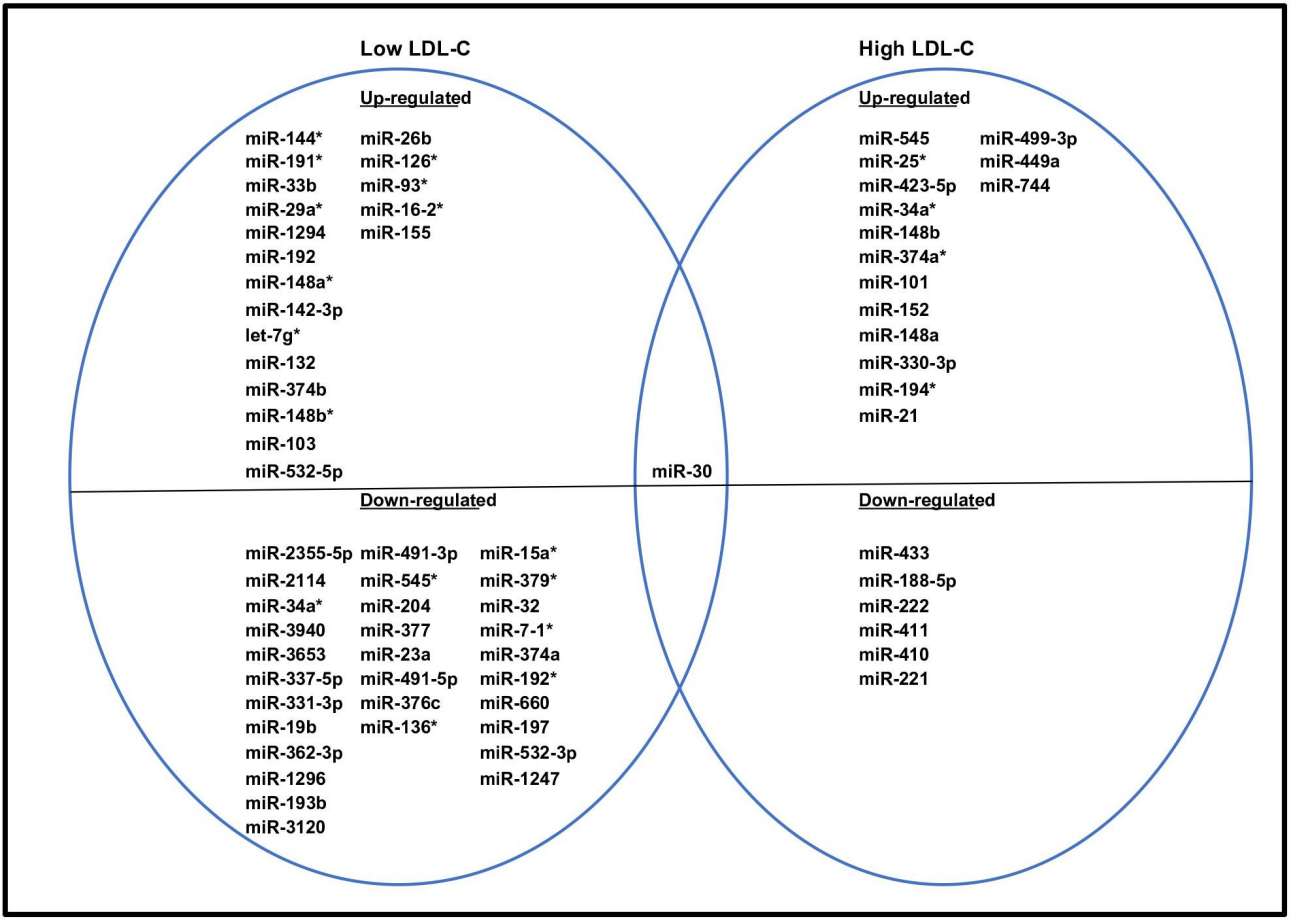
A Venn diagram showing PBMC miRNAs differentially expressed in response to HCHF diet in low and high LDL-C baboons.

**Table 6:** Differentially expressed PBMC miRNAs in response to HCHF diet in low and high LDL-C baboons.

miRNA-ID	p-value	Fold-change	mature miRNA sequence
High LDL-C baboons			
miR-545-3p	0.04	322.54	UCAGCAAACAUUUAUUGUGUGC
miR-25-5p	0.01	7.28	AGGCGGAGACUUGGGCAAUUG
miR-423-5p	0.00	7.06	UGAGGGGCAGAGAGCGAGACUUU
miR-34a-3p	0.05	4.48	CAAUCAGCAAGUAUACUGCCCU
miR-148b-3p	0.00	4.20	UCAGUGCAUCACAGAACUUUGU
miR-374a-3p	0.02	4.19	CUUAUCAGAUUGUAUUGUAAUU
miR-101-3p	0.05	4.01	UACAGUACUGUGAUAACUGAA
miR-152-3p	0.04	3.93	UCAGUGCAUGACAGAACUUGG
miR-148a-3p	0.04	3.75	UCAGUGCACUACAGAACUUUGU
miR-330-3p	0.03	3.59	GCAAAGCACACGGCCUGCAGAGA
miR-194-3p	0.03	3.20	CCAGUGGGGCUGCUGUUAUCUG
miR-21-5p	0.05	2.99	UAGCUUAUCAGACUGAUGUUGA
miR-499-3p	0.03	2.67	AACAUCACAGCAAGUCUGUGCU
miR-449a	0.05	2.53	UGGCAGUGUAUUGUUAGCUGGU
miR-744-5p	0.03	2.29	UGCGGGGCUAGGGCUAACAGCA
miR-433-3p	0.00	-0.73	AUCAUGAUGGGCUCCUCGGUGU
miR-188-5p	0.04	-1.53	CAUCCCUUGCAUGGUGGAGGG
miR-222-3p	0.05	-1.61	AGCUACAUCUGGCUACUGGGU
miR-411-5p	0.01	-1.64	UAGUAGACCGUAUAGCGUACG
miR-410-3p	0.04	-1.65	AAUAUAACACAGAUGGCCUGU
miR-221-3p	0.03	-1.68	AGCUACAUUGUCUGCUGGGUUUC
Low LDL-C baboons			
miR-144-5p	0.01	16.20	GGAUAUCAUCAUAUACUGUAAG
miR-191-3p	0.04	7.21	GCUGCGCUUGGAUUUCGUCCCC
miR-33b-5p	0.05	6.56	GUGCAUUGCUGUUGCAUUGC
miR-29a-5p	0.04	5.68	ACUGAUUUCUUUUGGUGUUCAG
miR-1294	0.00	4.58	UGUGAGGUUGGCAUUGUUGUCU
miR-192-5p	0.04	4.39	CUGACCUAUGAAUUGACAGCC
miR-148a-5p	0.01	4.28	AAAGUUCUGAGACACUCCGACU
miR-142-3p	0.05	3.53	UGUAGUGUUUCCUACUUUAUGGA
let-7g-3p	0.04	3.27	CUGUACAGGCCACUGCCUUGC
miR-132-3p	0.04	3.13	UAACAGUCUACAGCCAUGGUCG
miR-374b-5p	0.01	3.02	AUAUAAUACAACCUGCUAAGUG
miR-148b-5p	0.01	3.01	AAGUUCUGUUAUACACUCAGGC
miR-103a-3p	0.01	2.92	AGCAGCAUUGUACAGGGCUAUGA
miR-532-5p	0.01	2.85	CAUGCCUUGAGUGUAGGACCGU
miR-26b-5p	0.02	2.84	UUCAAGUAAUUCAGGAUAGGU
miR-126a-5p	0.04	2.69	CAUUAUUACUUUUGGUACGCG
miR-93-3p	0.03	2.43	ACUGCUGAGCUAGCACUUCCCG
miR-16-2-3p	0.01	2.42	CCAAUAUUACUGUGCUGCUUUA
miR-155-5p	0.04	2.31	UUAAUGCUAAUCGUGAUAGGGGU
miR-2355-5p	0.00	-1.08	AUCCCCAGAUACAAUGGACAA
miR-2114-5p	0.01	-1.10	UAGUCCCUUCCUUGAAGCGGUC
miR-34a-3p	0.04	-1.12	CAAUCAGCAAGUAUACUGCCCU
miR-3940-3p	0.02	-1.16	CAGCCCGGAUCCCAGCCCACUU
miR-3653-3p	0.01	-1.19	CUAAGAAGUUGACUGAAG
miR-337-5p	0.04	-1.22	GAACGGCUUCAUACAGGAGUU
miR-331-3p	0.05	-1.22	GCCCCUGGGCCUAUCCUAGAA
miR-19b-3p	0.01	-1.25	UGUGCAAAUCCAUGCAAAACUGA
miR-362-3p	0.02	-1.25	AACACACCUAUUCAAGGAUUCA
miR-1296-5p	0.04	-1.26	UUAGGGCCCUGGCUCCAUCUCC
miR-193b-3p	0.04	-1.27	AACUGGCCCUCAAAGUCCCGCU
miR-3120-5p	0.03	-1.33	CACAGCAAGUGUAGACAGGCA
miR-491-3p	0.00	-1.37	CUUAUGCAAGAUUCCCUUCUAC
miR-545-5p	0.05	-1.37	UCAGUAAAUGUUUAUUAGAUGA
miR-204-5p	0.01	-1.38	UUCCCUUUGUCAUCCUAUGCCU
miR-377-3p	0.02	-1.41	AUCACACAAAGGCAACUUUUGU
miR-23a-3p	0.04	-1.42	AUCACAUUGCCAGGGAUUUCC
miR-491-5p	0.03	-1.42	AGUGGGGAACCCUUCCAUGAGG
miR-376c-3p	0.04	-1.43	AACAUAGAGGAAAUUCCACGU
miR-136-3p	0.03	-1.44	CAUCAUCGUCUCAAAUGAGUCU
miR-15a-5p	0.02	-1.47	UAGCAGCACAUAAUGGUUUGUG
miR-379-3p	0.04	-1.49	UAUGUAACAUGGUCCACUAACU
miR-32-5p	0.05	-1.49	UAUUGCACAUUACUAAGUUGCA
miR-7-1-3p	0.01	-1.55	CAACAAAUCACAGUCUGCCAUA
miR-374a-5p	0.02	-1.57	UUAUAAUACAACCUGAUAAGUG
miR-192-3p	0.05	-1.57	CUGCCAAUUCCAUAGGUCACAG
miR-660-5p	0.01	-1.63	UACCCAUUGCAUAUCGGAGUUG
miR-197-3p	0.00	-1.63	UUCACCACCUUCUCCACCCAGC
miR-532-3p	0.01	-1.65	CCUCCCACACCCAAGGCUUGCA
miR-1247-5p	0.04	-1.70	ACCCGUCCCGUUCGUCCCCGGA
Both low and high LDL-C baboons			
miR-30-5p	0.04	3.52	UGUAAACAUCCUCGACUGGAAG

We identified star miRNAs (complementary sequence to mature miRNA) that were differentially expressed and exhibited discordant expression in low and high LDL-C baboons. MiR-34a* and 374a* (miR-34a-3p and 374a-3p) were up-regulated in low LDL-C baboons and down-regulated in high LDL-C baboons. Interestingly, miR-148a and miR-148b were up-regulated in low LDL-C baboons while complementary sequences, miR-148a* (miR-148a-5p) and miR-148b* (miR-148b-5p), were up-regulated in high LDL-C baboons.

### Targets of differentially expressed miRNAs

We used IPA to identify miRNA gene-targets that are differentially expressed and inversely correlated with differentially expressed miRNAs. Table 7 shows that the total number of targeted genes for low LDL- C baboons was significantly greater than for high LDL-C baboons, z-score = 24.6, p<0.001. These miRNA targets included genes involved in lipid exchange and transport, angiogenesis and glucose homeostasis such as APOL1, *VEGFA*, IGFBP5, and MAMAL3. S4 Table shows all genes that were differentially expressed and inversely correlated with differentially expressed miRNAs in low and high LDL-C baboons.

**Table 7:** Number of miRNA gene-targets inversely correlated with miRNA expression in low and highLDL-C baboons.

Phenotypes	Up-regulated	Down-regulated	Total
Low LDL-C	348	69	417
High LDL-C	9	44	53

### Expression of miRNAs and miRNA-targets is coordinated in response to LDL-C levels

We integrated differentially expressed genes and differentially expressed miRNAs in response to HCHF diet in low and high LDL-C baboons. Notably, the genes and miRNAs were identified from the same samples. Figs 7 and 8 show networks of miRNAs and miRNA targets that were inversely expressed in low and in high LDL-C baboons, respectively. We found out that *VEGFA*, *MAML3*, and LRP2 are major hubs that are differentially expressed between low and high LDL-C baboons and inversely expressed in respect to miRNAs that are differentially expressed in low and high LDL–C baboons.

**Fig 7:**
Networks of PBMC miRNAs and miRNA targets that are inversely expressed in low baboons, respectively. Genes and miRNAs are represented as nodes. Red nodes indicate up-regulated genes, and green nodes denote down-regulated miRNAs. The intensity of the color indicates the degree of differential expression. Numerals below each colored node represent expression fold-change and *P*-values. The molecular relationship between nodes is represented as a line (edge); arrows indicate the direction of interaction.

**Fig 8:**
Networks of PBMC miRNAs and miRNA targets that are inversely expressed in high LDL-C baboons, respectively. Genes and miRNAs are represented as nodes. Rednodes indicate up-regulated genes, and green nodes denote down-regulated miRNAs. The intensity of the color indicates the degree of differential expression. Numerals below each colored node represent expression fold-change and *P*-values. The molecular relationship between nodes is represented as a line (edge); arrows indicate the direction of interaction.

## Discussion

Plasma high LDL-C concentration is a major risk factor for atherosclerosis, the leading cause of CVD. LDL-C contributes greatly to the development and progression of atherosclerosis by inducing the expression of EC adhesion molecules and ameliorating endothelial cell apoptosis. Various studies have shown that LDL-C particles, particularly when oxidized, induce EC apoptosis by altering the expression of miRNAs or miRNA target genes *in vitro* [11, 12]. In addition, PBMCs, particularly monocytes play a key role during initiation of atherogenesis, where they infiltrate vascular intima and differentiate to macrophages, triggering a cascade of inflammatory signals. Further, recent studies have demonstrated that monocyte-derived exosomes transport miRNAs that activate adhesion molecules of EC *in vitro* [22, 23]. Previously, we showed that LDL-C concentrations influence the expression of hepatic miRNAs in response to a HCHF diet [13]. In the current study, we aimed to assess differential expression of PBMC miRNAs and miRNA gene-targets in baboons differing in LDL-C response to a HFHC diet, together with identification of coordinately expressed miRNAs and miRNA gene-targets using unbiased methods. To address these aims we combined high throughput RNA sequencing together with bioinformatics, including TargetScan software embedded in IPA, EM algorithm in Partek package, GO and KEGG pathway analysis. To our knowledge this is the first study to interrogate the expression of miRNAs and miRNA targets in PBMCs in response to a HCHF diet challenge in nonhuman primates discordant forLDL-C response to a dietary challenge.

We observed that 626 genes were differentially expressed in response to a HCHF diet challenge in low LDL baboons and 272 genes in high LDL baboons multiple testing correction. The top 35 gens with highest fold change in low LDL-C baboons includes *CPS*, which catalyzes synthesis of carbamoyl phosphate and mutation in the gene leads to susceptibility to persistent hypertension, and *PLG*, the precursor for plasmin and angiotensin. Mutation in *PLG* leads to thrombophilia. The top 35 genes in high LDL-C baboons includes *ALDOB*, which is a glycolytic enzyme, and a lipoprotein receptor (*LRP2*).

Eighteen genes were differentially expressed in response to HCHF diet in both low LDL-C baboons and high LDL-C baboons. Among the 18 genes, 3 (*VEGFA*, *DMGDH and SPARC*) were inversely expressed between the baboon phenotypes. These PBMC candidate genes whose expression is influenced by dyslipidemia in baboons are potential therapeutic targets. Future studies will validate their expressionand decipher the molecular mechanisms associated with dyslipidemia.

For miRNAs, 70 were differentially expressed; 50 in low LDL-C and 20 in high LDL-C baboons. Notable miRNAs include miR545-3, which exhibited 322-fold change in high LDL-C baboons, miR-221\222, miR- 34a, and 148a/b. Integration of differentially expressed miRNAs, and, inversely, differentially expressed genes targeted by these miRNAs, revealed that the major hubs are regulated by multiple miRNAs. Forexample, in high LDL-C baboons, *VEGFA* is targeted by miR-34a-5p and miR-344d-3p, and *MAML3* is putatively targeted by miR-499, miR-148a-3p, miR-423-5p, miR-101-3p and miR-411-5p. These observations are consistent with previous knowledge that miRNAs coordinately regulate major gene hubs in a complex network by binding at multiple sites to fine tune their expression.

Importantly, we observed differing integrated GO terms and pathways in low and high LDL-C baboon groups. For low LDL-C baboons, the major G0 terms and pathways associated with expressed genes in response to HCHF diet are linked to lipid metabolism. In contrast, GO terms and pathways associated with vascular development, apoptosis and kidney development are enriched for genes expressed in high LDL-C baboons. Genes expressed in both groups are associated with angiogenesis and vascular development. The high plasma cholesterol in high LDL-C baboons is associated with attenuated lipid metabolism pathways and activated epithelial development pathways, possibly in response to endothelium injury modulated by LDL-C.

### Candidate genes and signaling pathways

#### *VEGFA* and *VEGF* signaling pathway

*VEGFA* is a major ligand for the VEGFR1 receptor that is involved in VEGF signaling pathway, implicated in many pathophysiological conditions, including CVD. In our study, the *VEGFA* was down-regulated inlow LDL-C baboons, and up-regulated in high LDL-C baboons. Our findings indicate that the high LDL-C plasma concentrations correlated with increased expression of *VEGFA* in PBMCs.

LDL-C plays a major role initiating atherosclerosis, and one possible mechanism involves up-regulation of *VEGFA*. It’s plausible that PBMC-secreted *VEGFA* may interact with monocyte *VEGFA* receptor to induce atherogenesis-related inflammatory cytokines. In mice, cholesterol loaded in macrophagesinfluenced the up-regulation of *VEGFA* [24]. In humans, *VEGFA* was up-regulated in neointimal lesions compared to control [25]. Future studies will investigate the mechanistic role of *VEGFA* expressed in PBMCs in response to HCHF diet, in relation to atherogenesis, and whether *VEGFA* is a potential biomarker for dyslipidemia.

#### *DMGDH* and choline oxidative pathway

*DMGDH* encodes an enzyme that catalyzes the demethylation of dimethylglycine (DMG), leading to the subsequent formation of sarcosine and glycine in a canonical choline oxidative pathway in the mitochondria [26]. In our study, *DMGDH* was up-regulated in high LDL-C baboons while it was down- regulated in low LDL-C baboons in response to HCHF diet. Our findings suggest that the concentrationof plasma cholesterol influences the expression of *DMGDH*, likely in response to accumulated DMG levels.

Aberrant plasma levels of DMG are associated with various pathophysiological conditions. Elevated DMG plasma levels are associated with atherosclerotic CVD [27] and mortality [28], impaired renal function [29] and CRP-related inflammation [27]. Because DMHDH catalyzes metabolism of DMG, it is likely that increased levels of DMG will be accompanied by increased expression of *DMGDH*. Our results will stimulate further studies to investigate whether *DMGDH* expression is correlated with DMG plasmalevels, and their potential role in the development of atherosclerosis.

#### *SPARC* and TGF/B signaling pathway

*SPARC* encodes an extracellular matrix glycoprotein molecule that is involved in transduction of a plethora of cell signaling pathways, including TGF-beta pathway by interacting with TGF/B receptor II [30–32]. Other pathways regulated by *SPARC* include Wnt/beta-catenin and MAPK pathways [33, 34].

We found that *SPARC* expression was up-regulated in high LDL-C baboons and down-regulated in low LDL-C baboons. Our results corroborate with a previous study which indicated that ox-LDL-C influenced *SPARC* expression [35]. The mechanisms that link high LDL-C and *SPARC* expression are unclear, but it is likely high LDL-C may stimulate expression of *SPARC* in PBMCs. The subsequent secretion of SPARC proteins into circulation may trigger inflammation, vascular endothelial cell apoptosis, and vascular smooth cell proliferation to initiate atherosclerosis.

In other studies, elevated plasma concentrations of SPARC are associated with diabetes mellitus, inflammation and dyslipidemia [36] and obesity [37]—all risk factors for cardiovascular disease. These results correlate with findings that *SPARC* plasma concentrations are elevated in patients with coronary artery disease [38]. In *ex-vivo*, *SPARC* expression was up-regulated in both vascular endothelial cells and smooth muscle cells in atherosclerotic lesions in rhesus macaques (*Macaca mulatta*) [39]. Together,these findings suggest that *SPARC* plays a fundamental role in dyslipidemia and in the development of atherosclerosis.

### Differentially expressed candidate miRNAs and their role in dyslipidemia

#### miR-545-3p

miR-545 is encoded in a long noncoding RNA associated with the X-linked FTX gene (lnc-FTX). In our study, miR-545 had the greatest change in response to HCHF diet challenge with a 322-fold change in high LDL-C baboons comparing the HCHF diet to the baseline chow diet. This is the first study showing association of miR-545 expression with LDL-C concentrations. Our miRNA/mRNA prediction analysis indicated that miR-545 gene-targets include LDLRAP1, LDLRAD4, and VLDLR. Elsewhere, in a study comparing patients with CAD and controls, platelet-associated miR-545 was up-regulated in CAD patients compared to controls [40]. Future studies will validate the interaction of miR-545-3p with its gene-targets and molecular mechanisms underlying dyslipidemia in a baboon model of atherosclerosis.

#### miR-34

We found discordant expression of miR-34a* (miR-34a-3p), whereby the miRNA is up-regulated in high LDL-C baboons but down-regulated in low LDL-C baboons. However, very little is known about the role of miR-34a-3p in lipid metabolism. It is plausible that miR-34a-3p plays an important role in lipid metabolism and atherosclerosis, especially because it is evidently involved in both progenitor and EC apoptosis *in vitro* [41, 42]. The pro-apoptosis nature of miR-34a parallels the LDL-C mediated endothelial cell senescence and may explain the up-regulation of miR-34a-3p in high LDL-C baboons. Hepatic miR- 34a was up-regulated in mice fed a high-fat diet, which led to down-regulation of *PPARα* and *SIRT1* [43]. An increasing body of evidence shows that miR-34a, which is a transcriptional target of p53, has tumor suppressive properties mediating apoptosis, cell cycle arrest, and senescence by inhibiting multiple oncogenic pathways [44, 45]. In some cancers, miR-34a is silenced typically by hypermethylation of its regulatory promoter [46]. A miRNA mimic for miR-34 is currently in clinical trial for patients with advanced solid tumors [44]. Further studies will investigate whether the promoter that regulates mir-34a-3p transcription is differentially methylated between low and high LDL-C baboons.

#### miR-221/222

miR-221/222 genes are located in close proximity on the X-chromosome (Xp11.3) and are regulated in a coordinated manner [47]. In our study, we observed that both miR-221 and miR-222 were down-regulated in high LDL-C baboons in response to HCHF diet in concordance with our previous findings for the hepatic microRNAome for the same animals [13].

Recent evidence suggests that both miR-221 and 222 are anti-apoptotic and silenced by high LDL-C concentrations. Both miR-221 and miR-222 were down-regulated in oxidized LDL-C-induced apoptotic EC *in vitro* [12], and exogenous inhibition of miR-221/221 led to enhanced EC apoptosis by up-regulating Est1 and p21 [11]. A contrasting report showed that miR-221/222 plays a pro-apoptotic role in EC in serum-deprived media [48]. Importantly, serum-deprived media may not accurately represent the *in vivo* physiological condition. In comparison, ox-LDL-C-induced EC morphological changes recapitulate similar events during atherosclerosis *in vivo* [49]. This discrepancy may suggest that the functional role of a miRNA depends on environmental context. Our data suggest that high LDL-C may influence the down-egulation of expression of miR-221/222 in PBMCs, most likely to antagonize the miRNA anti-apoptotic functional role, and to promote initialization of atherosclerosis, in concordance with findings in *in-vitro* experiments.

#### miR-148

miR-148 is a promising candidate that plays an important role in regulating lipidemia [50, 51]. We observed a novel discordant expression of mature miR-148a/b-3p and complementary ‘star’ sequences (miR-148a/b-5p) in low and high LDL-C baboons. miR-148a/b-3p were up-regulated in low LDL-C while miR148a/b-5p were up-regulated in high LDL-C baboons. This is the first study to report discordant expression of mature miR-148 and complementary sequences. These findings suggest that miR-148 and its complementary sequences may play different roles in low and high LDL-C concentrations and are potential novel therapeutic targets for dyslipidemia and atherosclerosis.

Two recent studies have identified miR-148a as a negative regulator of LDLR expression and activity [51, 52]. In mice, repression of miR-148a increased clearance of circulating labeled LDL particles and decreased LDL-C levels [51]. In addition, miR-148a is a critical regulator of HDL biogenesis and cholesterol efflux by targeting ABCA1, which plays an important role in removal of excess cholesterol from peripheral cells, including macrophages in atherosclerotic plaques [50]. Thus, miR-148a may play a unique role of decreasing LDL-C and increasing HDL particles.

In conclusion, we have demonstrated molecular genetic differences in response to a HCHF diet; these responses are evident in expression levels of individual genes and miRNAs, as well as in expression of coordinated networks of genes and miRNAs. The miRNAs and miRNA gene-targets differentially expressed in baboon with low LDL response versus high LDL response to a HCHF diet are potential therapeutic targets for lowering LDL-C and alleviating atherosclerosis burden. Although existing therapies are effective in lowering LDL-C concentrations and reducing the progression of atherosclerotic plaques in many people, the risk factors and incidence of CVD are still alarmingly high, and for some patients, the treatments are either not effective or tolerable. The observed genetic differences may explain why current therapies are not effective in some individuals. Thus, there is a need for a continued search for novel therapies. Interestingly, miRNAs are being considered for treatment because of their specificity and reduced side effects [44, 53]. Further studies are necessary to understand the molecular mechanisms by which high LDL-C alters the expression of genes and miRNAs in PBMCs, and whether there is a link between the expression profiles and the initiation of atherosclerosis. Such initiatives will enable delivery of a cassette of miRNA mimics or inhibitors to facilitate fine-tuning of gene networks, rather than delivery of single candidate genes. While miRNA therapeutics raise concerns over potential off-target effects current work on miR-122 has demonstrated that these therapies may prove more effective than, or complement, existing treatment options for CVD. Because nonhuman primates and humans are phylogenetically close, and are similar in their physiology and genetics, the baboon findings will be directly translatable to humans.

## Supporting information

S1 Table Expressed genes in low and high LDL-C baboons v2.

S2 Table All_human orthologous_miRNAs.

S3 Table All_baboon_novel_miRNAs.

S4 Table Inversely correlated miRNAs-genes in low and high LDL-C baboons.

How the deposited data were processed for this re-analysis (not part of the article)

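The authors sequenced paired-end libraries, made FASTQ files with CASAVA 1.8, trimmed the reads, aligned them with STAR 2.3.1j to the baboon transcriptome (Ensembl PapAnu2 release 76) and quantified transcripts in Partek Flow. The deposited values are expected counts per transcript, made by the authors with Partek's expectation maximization algorithm before deposition, for 29300 transcripts of 27533 genes. They are not scaled for length or library size, and 9145 genes had no count in any library. The reads, the TPM values and the miRNA data were not analysed here.
Expected counts were summed over the transcripts of each gene and rounded, and 11579 genes with a mean CPM of at least 1 were kept. The diet response in each phenotype, the response over all 6 baboons and the difference in response between the phenotypes were tested with edgeR 4.0.16. TMM, glmQLFit and glmQLFTest (two-sided) were used, with a term for each baboon. The fit with a diet response for each phenotype leaves 4 residual degrees of freedom. The fit over all 6 baboons has a single diet term and leaves more. High and low LDL-C baboons on chow were compared on the 6 chow libraries. A gene was called at an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.20 within each of the 5 comparisons, following the FDR that the paper states for genes. R 4.3.3, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8 were also used.
The pairing of chow and HCHF libraries comes from the animal labels. As a check, the deviations of the chow and HCHF libraries of each baboon from the means of their groups were correlated across genes, which gave 0.22, 0.081, 0.17, 0.14, 0.38 and 0.25 for baboons 1 to 6. Fold changes against a group with 0 counts in all 3 libraries are given as lower bounds on the ratio of pooled counts, from a floor of 3 counts over the group. These floors cover counting error only and not the spread between baboons.
The rule for the genes to name, set before the data were examined, took every gene named in the paper's results, discussion and leading table rows, whose values in the paper had been seen. It also took the genes with the highest and lowest log2 fold change in each comparison that changed the same way in every baboon, and up to 4 members of each gene list. The files do not pair Ensembl IDs with symbols, so only the top ID in each direction and phenotype is printed, which makes 4 IDs. For the same reason the lists of genes set before the data were examined (cell type markers, lipid, mitochondrial, ribosomal, immune and developmental genes), the genes of the paper's tables, its GO terms and its miRNA targets were not tested. Mitochondrial genes could be taken from the chromosome given in the files, as a set chosen after seeing the data.
Alternatives set before the data were examined were other thresholds, no term for the baboon, leaving out each baboon in turn, no filter, a mean CPM of at least 5, robust empirical Bayes, quantile normalization with limma, DESeq2, fitting each phenotype alone and a paired test per gene. Others were chosen after seeing the data and are named as such. In simulated counts for 11579 genes with 200 changed genes, the test recovered 10.4% of 2-fold, 67.2% of 4-fold and 93.9% of 16-fold changes in low LDL-C baboons, with 21 unchanged genes among 135 called. In high LDL-C baboons it recovered 17.9%, 79.1% and 93.9%, with 28 unchanged genes among 155 called. Apart from the changes, the simulation gave each gene the same mean level in all libraries. It held no differences between baboons and no libraries that stand apart, so these shares do not give the power or the rate of false calls in the real data.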

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

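The counts of library-specific genes and the tests on thinning, index sequence and change per baboon were chosen after the results were seen, while the test of the difference in diet response and the counts over other splits of the samples were set before the data were examined.
Genes read almost only in a single library were found mainly in 2 of the 12 libraries. In the chow library of low LDL-C baboon 3, 144 genes had at least 5 CPM and more than 10 times the level of every other library, and in the HCHF library of high LDL-C baboon 4 there were 86 such genes. The chow library of baboon 2 had 33, and the other 9 libraries had 0. By a second rule on the counts outside the 2 most abundant genes (a share equal to at least 10 of 915087 counts, and more than 10 times that of every other library), the numbers were 154 in the chow library of baboon 3, 119 in the HCHF library of baboon 4 and 0 in the chow library of baboon 2. Among the 6 libraries of the same diet, each of these 2 lay above Dixon's critical value of 0.625, as in 2 of 12 groups tested, where chance gives about 1 in 20. This measure was chosen after these libraries were seen to stand apart, and with 0 such genes in the other 5 HCHF libraries any number in the sixth would have passed, so the values only describe the libraries. The 144 genes lay on 21 chromosomes, averaged 112 CPM and held 4.18% of the counts outside the 2 most abundant genes, and the 86 lay on 20 chromosomes, averaged 29.4 CPM and held 0.675%. A further 40 genes had at least 5 CPM and more than 10 times the level of all others in both libraries, and the highest number for any other of the 66 pairs of libraries was 2.
The genes at least 5-fold lower on the HCHF diet in low LDL-C baboons follow the chow library of baboon 3. Deeper sampling of the genes outside the 2 most abundant is argued against for library-specific genes. By this second rule the chow library of baboon 3 had 152 of these after thinning, compared with 154 at full depth. Thinning brought every other library to the 915087 counts of the chow library of baboon 2. Of the 250 genes, 112 were specific to the chow library of baboon 3 by the first rule, and thinning did not test the others. Reads from the library with the same index sequence (the chow library of baboon 6) are argued against, since 1 of the 250 genes had at least as many counts there, and the median was 1 count there and 124 counts in the chow library of baboon 3. That library entered the filter and the fit behind the 250 genes, and of 238 such genes found from the 6 libraries of low LDL-C baboons alone, 2 had at least as many counts there. With 0.5 CPM added to each level, 227 of the 250 genes had the 5-fold decrease in baboon 3 and at most 11 in another baboon of the phenotype, but most of these genes were close to 0 counts in the others. With at least 10 counts in the libraries of the baboon and nothing added, 2 of 22 genes had it in baboon 1 and 7 of 27 in baboon 2, compared with 246 of 249 in baboon 3. Over the 2 libraries of a baboon the median of the 250 genes was 126 counts in baboon 3, 1 in baboon 1 and 2 in baboon 2. Their chow libraries held 3872759, 1334495 and 915087 counts outside the 2 most abundant genes, in this order. For most of these genes the values argue against a decrease shared by the 3 baboons from levels like those of baboon 3. A shared change at lower levels could not be read. RNA from another tissue in this library and a response of this baboon alone may each account for the pattern. They cannot be told apart, because no second library of that baboon on chow is at hand and the files do not pair IDs with symbols.
The genes at least 5-fold higher on the HCHF diet in high LDL-C baboons follow the HCHF library of baboon 4 in the same way. After thinning, 119 library-specific genes were found there by the second rule (119 at full depth). Of the 198 genes, 68 were specific to that library by the first rule, and thinning did not test the others. In the library with the same index sequence (the HCHF library of baboon 1) 4 of the 198 genes had at least as many counts. The median was 0 counts there and 62.5 in the HCHF library of baboon 4. Of 269 such genes found from the 6 libraries of high LDL-C baboons alone, 4 had at least as many counts there. With 0.5 CPM added, 185 of the 198 genes had the 5-fold increase in baboon 4 and at most 3 in another baboon of the phenotype. With at least 10 counts and nothing added, 2 of 6 genes had it in baboon 5 and 6 of 9 in baboon 6, compared with 192 of 194 in baboon 4. Over the 2 libraries of a baboon the median of the 198 genes was 62.5 counts in baboon 4, 1 in baboon 5 and 0 in baboon 6. Their HCHF libraries held 2874662, 2520953 and 1944195 counts outside the 2 most abundant genes, in this order. For most of these genes the values argue against an increase shared by the 3 baboons to levels like those of baboon 4. A shared change at lower levels could not be read. RNA from another tissue and a response of this baboon alone may again each account for the pattern. They cannot be told apart, since no second HCHF library of that baboon is at hand and IDs lack symbols. The lists of liver, kidney and B-cell genes set before the data were examined to test this could not be matched to IDs. The liver and kidney lists share members with the largest changes that the paper gives. These include ALB, FGG and TTR as decreases in low LDL-C baboons, and LRP2 and SLC34A1 as increases in high LDL-C baboons. Whether the 250 and 198 genes hold them is not known. The chow library of baboon 3 and the HCHF library of baboon 4 also had the lowest shares on the 2 most abundant genes. These were 16.8% and 16.3%, compared with at least 43.5% in the others.
The diet response differed between the phenotypes for 26 genes by edgeR's test of the interaction (1 of them at an adjusted p under 0.05), a number that was 0 without baboon 3 and 0 without baboon 4, and 25 of the 26 had their 2 highest levels in the libraries described above. Exchanging baboons between the phenotypes gave as many genes in 5 of 10 splits, the real one included (highest other 46), and 10 splits are too few for a share under 0.05.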

How the results depend on the processing

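The counts with baboons 3 and 4 both left out, with the 2 most abundant genes left out, with transcripts as features and with the paired test at an unadjusted p, and all settings of the mitochondrial share, were chosen after the results were seen. Counts are genes called in low LDL-C baboons (0 by edgeR), high LDL-C baboons (13), all 6 baboons (0), the difference in diet response (26) and high against low LDL-C on chow (0), in this order. At an adjusted p under 0.05 they were 0, 0, 0, 1 and 0, and at an unadjusted p under 0.05 with no correction 700, 502, 616, 562 and 686. With no term for the baboon they were 0, 0, 0 and 0 (not run on chow). Without a filter (18388 genes) they were 291, 217, 55, 312 and 0, and at a mean CPM of at least 5 (7577 genes) 0, 2, 0, 3 and 0. Robust empirical Bayes gave 10, 28, 4, 24 and 0, quantile normalization with limma 0, 0, 1, 0 and 0, and DESeq2 15, 3, 49, 5 and 38. In the same order, DESeq2 left 1572, 0, 6286, 0 and 436 genes without an adjusted p. With only the libraries of the phenotype the first 2 counts were 0 and 35. The paired test per gene gave 0 and 0, and at an unadjusted p 622 and 468, where in high LDL-C baboons 229 were higher and 239 lower, so that lower genes prevailed. With baboons 3 and 4 left out the counts were 0, 1, 0, 0 and 9, without the 2 most abundant genes 0, 13, 0, 28 and 0, and with transcripts 0, 4, 0, 4 and 0. Leaving out each baboon in turn gave 0 to 1020 (1020 without baboon 2, 51 without baboon 1), 0 to 51 (51 without baboon 3, 26 without baboon 5, 0 without baboon 4 or 6), 0 to 50 (50 without baboon 3, 1 without baboon 4), 0 to 75 (75 without baboon 1, 44 without baboon 5, 3 without baboon 6, 0 without baboon 3 or 4) and 0 to 26 (26 without baboon 3). The Spearman correlation of the responses across genes was 0.022 and ranged from -0.044 to 0.165 (without baboon 3). The log2 fold changes of the 4 IDs kept their sign in every setting in which they were tested. These IDs were chosen for changing the same way in every baboon of the phenotype, so that a change of sign was unlikely from the start. Quantile normalization moved the median difference in diet response of all genes by -0.11 (log2). Fewer or more genes tested, fewer libraries and other thresholds are part of these settings, and otherwise the cause was not tested. The pseudocount of 0.1 did not apply to counts, and leaving out liver, kidney and red cell genes, the gene lists and their tests were not run. The chow library of baboon 2, with 915087 counts outside the 2 most abundant genes, limits what low levels can show.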

Differences from the paper's values

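Of the settings compared here, the paired test at an unadjusted p, the leaving out of both baboons 3 and 4, the leaving out of the 2 most abundant genes and the use of transcripts were chosen after the results were seen, and the others were set before the data were examined. The paper states an FDR of 20% for genes, which was used here, and the gene-specific analysis of Partek that it names was not repeated. Its statistical methods also name a two-tailed paired t-test for genes and a threshold of p under 0.05. The paired test per gene at an unadjusted p is the setting closest to that description, though on log2 values made here. Benjamini-Hochberg adjustment over the genes of the S1 Table gave the paper's corrected p-values of Tables 2 and 3 to within 0.002 for 3 and 6 of the 70 genes in each, and the S1 Table lists only genes with a p under 0.05, so it is not known whether the paper's counts and those given here stand at the same threshold. For all alternatives chosen after seeing the values, how many of the paper's genes they drop could not be counted, since the files do not pair IDs with symbols.
For low LDL-C baboons the paper's count of changed genes is 626, and edgeR called 0 here (700 at an unadjusted p under 0.05, 15 by DESeq2). Of 20 alternatives, 2 came within 1.5 times the paper's count: an unadjusted p with no correction (700) and, chosen after seeing the values, the paired test per gene at an unadjusted p (622). The paper's count of up-regulated genes is 371, compared with 0, and leaving out baboon 2 (415) and the same paired test (348) came within that range. The paper's count of down-regulated genes is 255, compared with 0, and no filter (277) and the same paired test (274) came within that range. All other alternatives did not, for each of these counts.
For high LDL-C baboons the paper's count of changed genes is 272, and edgeR called 13 (502 at an unadjusted p under 0.05). Of 20 alternatives only no filter (217) came within 1.5 times the paper's count. The paper's count of up-regulated genes is 158, compared with 13, and no filter (186) and, chosen after seeing the values, the paired test at an unadjusted p (229) came within that range. The paper's count of down-regulated genes is 114, compared with 0 by edgeR (175 at an unadjusted p under 0.05, 1 by DESeq2), and 0 of 20 alternatives came within that range.
The paper's count of genes changed in both phenotypes is 18, compared with 136 here at an unadjusted p under 0.05. Of 16 alternatives, leaving out both baboons 3 and 4, chosen after seeing the values, gave 17, and the others gave 30 to 230. The paper's S1 Table lists 379 genes for high LDL-C baboons, compared with 502 here at an unadjusted p under 0.05, and 162 down-regulated genes, compared with 175, which are within 1.5 times, as were 13 of 17 alternatives for each. It lists 217 up-regulated genes, compared with 327 here at an unadjusted p under 0.05. Of 17 alternatives, leaving out baboon 1 (281), baboon 4 (156) or baboon 6 (303), robust empirical Bayes (317) and the paired test per gene (229) came within 1.5 times, as did, chosen after seeing the values, leaving out the 2 most abundant genes (315) and transcripts as features (299).
For high LDL-C baboons the paper gives both 272 genes, in its results section after p-value correction, and 379 genes, in its S1 Table. The sheets of the S1 Table hold 21 symbols common to both phenotypes, 7 of them with opposite signs, and the paper's text gives 18 common genes.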

Other observations

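The tests on mitochondrial genes and on genes that were either read or nearly absent were chosen after the results were seen, while the comparison on chow and the counts over other splits of the samples were set before the data were examined.
Transcripts of the mitochondrial genome, which encodes subunits of the respiratory chain with the ribosomal and transfer RNAs of the mitochondrion, took a larger share of the counts outside the 2 most abundant genes after the HCHF diet in 6 of 6 baboons, and a larger share of all counts in 5 of 6. Of the counts outside these 2 genes, they took 26.1 ± 7.76% (SD, n = 6) on chow and 35.6 ± 5.50% (SD, n = 6) on the HCHF diet, a mean difference of 9.48 points (exact sign permutation test, p = 0.03125, the smallest that 6 baboons allow, and 0.0938 after adjustment over 3 measures). The difference was 6.12 to 10.8 points with each baboon left out in turn and 5.91 points of all counts (exact sign permutation test, p = 0.1875). In low LDL-C baboons, 29 of 31 mitochondrial genes were fitted as higher on the HCHF diet (27 with quantile normalization and 27 with DESeq2), with a median log2 fold change of 0.83, 7 genes at an unadjusted p under 0.05 from edgeR and 0 called. Camera over the 22 chromosomes gave an adjusted p of 3.49e-13 for this set, but an adjusted p = 0.706 with an estimated correlation, and fry an adjusted p of 0.215. In high LDL-C baboons 18 of 31 were fitted as higher (16 and 20 with these scalings), with a median of 0.12 (camera adjusted p = 0.965). The median difference in response was -0.74 (camera adjusted p = 2.28e-06, and adjusted p = 0.905 with an estimated correlation).
The share of the counts outside the 2 most abundant genes does not depend on the counts of these genes. A difference between the libraries that also moves the share of the 2 genes may underlie the higher mitochondrial share, since the shares moved in opposite directions in 5 of 6 baboons, all but baboon 3. With 6 baboons this and a response to the diet cannot be told apart.
Some genes were read in both libraries of certain baboons and nearly absent in both libraries of others. Of 45 genes whose levels fell into 2 groups at least 2 apart on the log2 scale, with at least 15 CPM in the higher group, 30 were high only in the chow library of baboon 3 and the HCHF library of baboon 4. Of the other 15, 7 were alike in the chow and HCHF libraries of all 6 baboons, compared with a mean of 0.834 over 10000 random pairings of the libraries (permutation test, p = 0.002). A gene on chromosome 20 from 56901050 to 56902005 had at least 59.2 CPM in both libraries of baboons 1, 3, 4 and 6 and at most 0.875 CPM in those of baboons 2 and 5. A gene on chromosome 13 from 663967 to 664375 had at least 118 CPM in both libraries of baboon 6 and at most 6.13 CPM in all others. Of these 15 genes, 3 were low only in the chow library of baboon 3 and the HCHF library of baboon 4, which mirrors the 30 genes. Over the 15 genes the libraries of baboon 3 matched each other at 12, where the chow library matched others at no more than 10 and the HCHF library matched another at 13. The libraries of baboon 4 matched each other at 10, where the HCHF library matched others at no more than 9 and the chow library matched another at 12. Over the 12 genes without these 3, the libraries of baboon 3 matched each other at 12 and others at no more than 10, and those of baboon 4 matched each other at 10 and others at no more than 9.
On chow, 0 genes differed between high and low LDL-C baboons by edgeR, with 108 higher and 578 lower in high LDL-C baboons at an unadjusted p under 0.05, and DESeq2 called 38, all lower, of which 20 had their highest level over all 12 libraries in the chow library of baboon 3 or the HCHF library of baboon 4. After quantile normalization with limma, 212 were higher and 184 lower at an unadjusted p under 0.05, and 0 were called. Without baboon 3 edgeR called 26, all lower in high LDL-C baboons. Whether phenotype and sequencing pool coincided is not known, since the labels name no pool. The paper selected half-sib pairs of a low and a high LDL-C baboon, and its text does not say which baboons form a pair, so that this comparison and the exchanges of baboons between phenotypes treat them as unrelated.
Other splits of the same libraries were fitted for each comparison. The comparison on chow had 0 genes in 10 of 10 splits (highest other 0). For low LDL-C baboons 10 of 10 splits had at least the real 0 genes (highest other 1438), and for high LDL-C baboons 5 of 10 had at least the real 13 (highest other 362). For each of these, 10 splits are too few for a share under 0.05. With a term for each baboon, a split within a phenotype that parts 1 pair of libraries rests on that pair alone. Each such fit therefore enters the 10 splits of low and of high LDL-C baboons 2 times, and the shares of 10 given here count it 2 times. Fits can repeat in the same way among the splits for all 6 baboons. For high LDL-C baboons, among the 4 splits that exchange the diets only within baboons, the real one had the most genes called and the highest other had 1, while at an unadjusted p under 0.05 the real one had 502 and the others 562, 560 and 405. For low LDL-C baboons the real one of these 4 had the fewest genes called, 0 compared with 16, 69 and 1438. For all 6 baboons 50 of 50 splits had at least the real 0 genes (highest other 257), and with a real count of 0 any split has as many. At an unadjusted p under 0.05, at least as many genes as in the real split were found in 26 of 50 splits for all 6 baboons (616 genes), 6 of 10 for low LDL-C baboons (700), 7 of 10 for high LDL-C baboons (502) and 4 of 10 on chow (686). Among the splits that, like the real one, exchange the diets only within baboons, the highest other was 1438 for low LDL-C baboons, 1 for high LDL-C baboons and 178 for all 6. In the split with 1438 genes only baboon 2 had its diets exchanged. Across genes the diet changes of baboons 1 and 3 had a Spearman correlation of 0.478. Those of baboon 2 had -0.206 with baboon 1 and -0.257 with baboon 3. The 1438 genes may go with a change that baboons 1 and 3 shared and baboon 2 opposed, but which genes they are was not examined. The change of baboon 2 is read against its chow library. That library held 915087 counts outside the 2 most abundant genes and 5183 genes with at least 10 counts. Whether the opposed change comes from the baboon or from this library cannot be told. With the real diets, 1020 genes were called without baboon 2. Whether diet underlies the change shared by baboons 1 and 3 was not tested. The split with 178 genes exchanges the diets of baboons 2 and 3 and was not tested further. The splits with 362 and 257 genes part 1 and 4 of the pairs of libraries of a baboon, so that they are fits of another form.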
